# Mitofusin 1 Drives Preimplantation Development by Enhancing Chromatin Incorporation of Histone H3.3

**DOI:** 10.1002/advs.202414985

**Published:** 2025-03-16

**Authors:** Xiao‐yan Shi, Yu Tian, Yu‐fan Wang, Yi‐ran Zhang, Ying Yin, Qing Tian, Lei Li, Bing‐xin Ma, Ximiao He, Li‐quan Zhou

**Keywords:** cytoplasmic lattice, H3.3, MFN1, preimplantation, zygotic genome activation

## Abstract

Mitofusin 1 (MFN1) plays a crucial role in mitochondrial fusion and oocyte development. However, its function in preimplantation embryonic development and its potential involvement in epigenetic regulation remain poorly understood. In this study, it is shown that MFN1 interacts with PADI6, a key component of the cytoplasmic lattice in oocytes and early embryos. MFN1 deficiency in mice results in reduced PADI6 levels and decreased expression of translational machinery components, which suppress protein synthesis activity and lower histone H3.3 abundance. These disruptions lead to the failure of male pronucleus formation, aberrant zygotic genome activation, and impaired embryonic development. It is further demonstrated that the MFN1 activator S89 promotes H3.3 incorporation and rescues early development in maternally aged embryos with low MFN1 levels. Additionally, a positive correlation between MFN1 and H3.3 protein levels in early human embryos is observed. Together, these findings provide new insights into MFN1's role in regulating epigenetic reprogramming during preimplantation embryo development.

## 1 Introduction

Preimplantation embryonic development begins with the formation of a diploid zygotic genome, created through the fusion of two highly specialized gametes.^[^ ^1^ ^]^ This process triggers extensive epigenomic reprogramming events necessary for the transition to totipotent, mitotic embryos. During this phase, stored maternal factors initiate several key embryonic programs, including maternal RNA degradation, epigenetic reprogramming of histone modifications and variants, zygotic genome activation (ZGA), and the reorganization of subcellular organelles.^[^ ^1a^ ^]^ Gradually, embryonic factors take precedence, driving differentiation, and cell fate decisions.

Some maternal proteins maintain their abundance throughout the preimplantation stages to support early embryonic development.^[^ ^2^ ^]^ For instance, maternal cytoplasmic lattice components assemble into protein complexes that act as reservoirs, facilitating the reorganization of organelles and embryonic programs. This organization is crucial for successful early embryogenesis.^[^ ^3^ ^]^

The histone variant H3.3, encoded by two genes (*H3f3a* and *H3f3b*), produces an identical protein sequence in *Drosophila*, mice, and humans. H3.3 is essential for oocyte growth and early embryonic development. The simultaneous deletion of *H3f3a* and *H3f3b* in growing oocytes causes early primary oocyte stage arrest and cell death.^[^ ^4^ ^]^ Following fertilization, maternal H3.3 rapidly integrates into the paternal genome via HIRA, replacing protamines in the sperm to form the male pronucleus (PN).^[^ ^5^ ^]^ Additionally, H3.3 is critical for ribosomal RNA transcription and DNA replication in the mouse zygote.^[^ ^5d^ ^]^ Knockdown of H3.3 in zygotes leads to morula arrest, a developmental defect that can be rescued by exogenous H3.3 but not by canonical H3.1,^[^ ^6^ ^]^ highlighting the essential and nonredundant roles of H3.3 during embryogenesis. Maternal H3.3 depletion disrupts the expression of ZGA‐related genes and downregulates key pluripotency genes, including *Pou5f1*, in 8–16‐cell embryos.^[^ ^7^ ^]^ Additionally, H3.3 depletion in early embryos compromises genome integrity,^[^ ^4^ ^]^ alters higher order chromatin structure,^[^ ^6^ ^]^ impairs reprogramming activity,^[^ ^8^ ^]^ and disrupts nuclear pore complex assembly.^[^ ^9^ ^]^

The deposition of histone H3.3 is primarily mediated by specific chaperone complexes, including DAXX/ATRX and HIRA/UBN1/CABIN1. These complexes incorporate H3.3 into transcription start sites (TSS), enhancers, telomeres, and centromeres.^[^ ^10^ ^]^ H3.3‐enriched chromatin regions are strongly associated with high transcriptional activity.^[^ ^11^ ^]^ Furthermore, nucleosomes containing H3.3 are less stable than those with canonical histones, enhancing DNA accessibility for transcription machinery.^[^ ^12^ ^]^ Further investigation is needed to identify the upstream regulators and molecular mechanisms governing H3.3 function during distinct stages of early embryonic development.

Mitochondria are dynamic organelles that continuously remodel their architecture through fusion and fission, collectively referred to as mitochondrial dynamics, to adapt to changes in the bioenergetic environment.^[^ ^13^ ^]^ MFN1 and MFN2 are dynamin‐related GTPases essential for mitochondrial fusion in mammalian cells.^[^ ^14^ ^]^ Deletion of *Mfn1* or *Mfn2* results in embryonic lethality during midgestation in mice.^[^ ^15^ ^]^ Notably, depletion of *Mfn1*, but not *Mfn2*, in oocytes leads to follicular depletion and female infertility. This outcome is associated with defective follicle development and impaired oocyte maturation,^[^ ^16^ ^]^ underscoring the critical role of MFN1 in female reproduction. However, the role of MFN1 and its underlying mechanisms in early embryonic development remain unclear. While MFN2 has been shown to regulate metabolism^[^ ^17^ ^]^ and protect cells from death,^[^ ^18^ ^]^ beyond its role in mitochondrial fusion, recent studies have also identified multifunctional roles of mitochondrial fission protein dynamin‐related protein 1 (DRP1). DRP1 acts as a centromere protein F effector to regulate spindle assembly checkpoint activation during mitotic progression.^[^ ^19^ ^]^ These findings suggest that MFN1 may operate through mitochondrial fusion complexes and additional regulatory pathways.

In this study, we demonstrate that MFN1 is continuously expressed during oocyte maturation and preimplantation embryonic development. MFN1 supports early embryo development by maintaining protein synthesis activity, which is essential for histone H3.3 expression. Depletion of MFN1 disrupts histone H3.3 incorporation into the embryonic genome, particularly in open chromatin regions, leading to PN formation failure, ZGA abnormalities, and developmental arrest. Importantly, the activator S89 rescued histone H3.3 incorporation and restored embryonic developmental competence in maternally aged mouse embryos. The multifaceted roles of MFN2 and DRP1 suggest that MFN1 may function through mitochondrial fusion complexes and other regulatory machinery.

## 2 Results

### 2.1 MFN1 Depletion Impairs Oocyte Maturation and Early Embryo Development in Mice

To investigate *Mfn1* expression during mouse oocyte maturation and early embryonic development, we performed immunofluorescence staining to detect MFN1 protein (**Figure** **1**a; Figure S1a, Supporting Information). The results revealed that MFN1 primarily localizes in the cytoplasm of oocytes and blastomeres in early embryos. Its expression gradually increases after fertilization, peaking at the 8‐cell embryo stage. We further analyzed publicly available RNA‐seq and Ribo‐seq datasets,^[^ ^20^ ^]^ which provide insights into mRNA levels and translation activities of individual genes. Consistent with our immunostaining results, *Mfn1* exhibited stable mRNA levels and translation activity across most stages of mouse oocyte maturation and early embryonic development (Figure 1b,c). In contrast, *Mfn2* showed transient expression only during the late 2‐cell to 4‐cell stages, with significantly lower mRNA levels and ribosome‐protected fragment (RPF) counts compared to *Mfn1* (Figure 1b,c; Figure S1b, Supporting Information). These findings highlight the potential regulatory roles of MFN1 in mouse oocytes and early embryos. Interestingly, the localization pattern of MFN1 differed from the distribution of mitochondria (Figure S1a,c, Supporting Information), suggesting that MFN1 may have functions beyond its role in mitochondrial fusion machinery during mouse oocyte maturation and early embryonic development.

**Figure 1:**
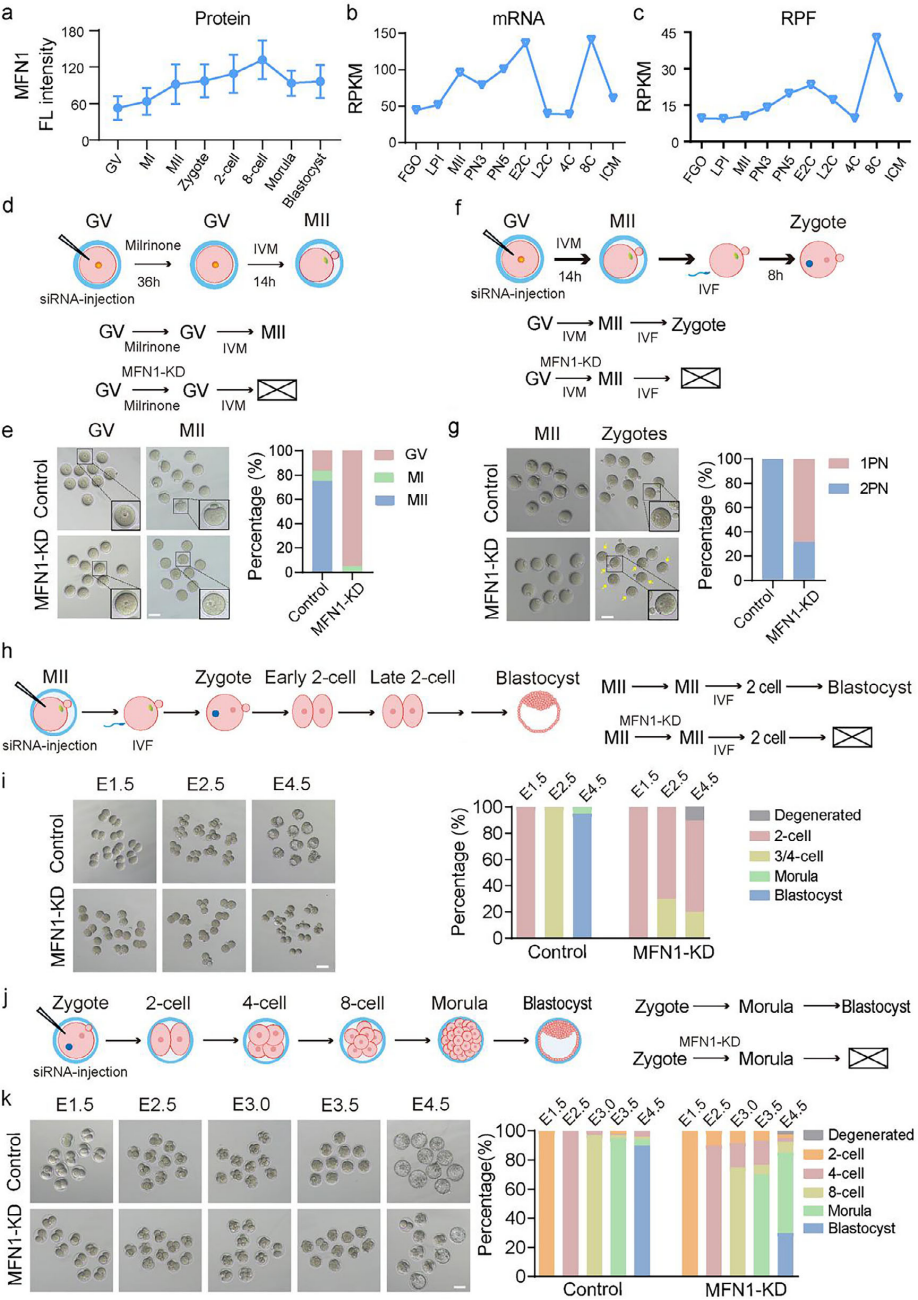
MFN1 is essential for oocytes maturation, fertilization and preimplantation development. a) Quantification of MFN1 immunofluorescence intensity in mouse oocytes and early embryos from Figure S1a of the Supporting Information. Data are presented as mean ± SEM from three independent biological replicates. b,c) The dynamics of *Mfn1* transcript (mRNA‐seq signal, b) and translation (Ribo‐seq signal, RPF, representing the efficiency of translation, c) levels. Data are expressed as the mean of RPKM from two repeats. RPKM, reads per kilobase of bin per million mapped reads; FGO, LPI, and MII, full‐grown, late prometaphase I and MII oocytes; PN3 and PN5, PN3 and PN5 stages of early 1‐cell embryos; E2C and L2C, early and late 2‐cell embryos; 4C and 8C, 4‐ and 8‐cell embryos; ICM, inner cell mass. Public dataset GSE165782 was used for analysis. d) Schematic illustration of microinjection experiment. Mouse GV oocytes were microinjected with negative siRNA or siRNA against *Mfn1*. Following microinjection, oocytes were cultured in medium containing milrinone for 36 h and then transferred in M16 for IVM. e) Representative micrograph of PB1 extrusion (left panel) and stacked bar plots showing fraction of mouse oocytes at the MII stages (right bar graph) in control (*n* = 90) and MFN1‐KD oocytes (*n* = 80). The oocytes from control group successfully extruded PB1, while MFN1‐KD group was mainly arrested at GV stage. The enlarged pictures of one oocyte were shown on the lower right corner. Experiments were repeated at least three times. Scale bar: 80 µm. f) Schematic representation of microinjection experiment. Mouse GV oocytes were microinjected with siRNA against *Mfn1*. After immediate IVM, MII oocytes were fertilized by IVF to examine PN formation. g) Representative images (left panel) and stacked bar plots at the zygotes (right bar graph) of PN formation after fertilization in control (*n* = 95) and MFN1‐KD (*n* = 97) oocytes. Zygotes from control showed normal 2 PN formation, while abnormal 1 PN cells were identified in MFN1‐KD group. Arrows indicate the zygotes with abnormal 1PN. Experiments were repeated at least three times. Scale bar: 80 µm. h) Schematic illustration of microinjection experiment. Mouse MII oocytes were microinjected with siRNA against *Mfn1* and subsequently fertilized by IVF. The developmental potential of MFN1 KD embryos was examined by culture up to the blastocyst stage. i) Representative images (left panel) and rate (right bar graph) of early embryos at the indicated times after fertilization in control (*n* = 82) and MFN1‐KD oocytes (*n* = 79). Most *Mfn1*‐KD embryos failed to develop beyond 2‐cell stage, whereas the control embryos advanced to the blastocyst stage. Experiments were repeated at least three times. Scale bar: 80 µm. j) Schematic illustration of microinjection experiment. Mouse zygotes were microinjected with siRNA against *Mfn1*. k) Representative images (left panel) and rate (right bar graph) of early embryos at the indicated times after fertilization in control (*n* = 120) and MFN1‐KD group (*n* = 125). The majority of the MFN1‐KD embryos reached morula stage but then failed to form blastocysts whereas most of the control embryos developed to blastocyst stage. Experiments were repeated at least three times. Scale bar: 80 µm.

To investigate the role of MFN1 during oocyte development, we injected siRNA targeting *Mfn1* into GV oocytes, which were then incubated with milrinone for 36 h (Figure 1d). Both qRT‐PCR and immunoblot analyses confirmed efficient reduction of Mfn1 mRNA and MFN1 protein levels in MFN1 knockdown (KD) oocytes (Figure S1d,e, Supporting Information). Immunostaining further verified that MFN1 signal was significantly diminished in MFN1‐KD oocytes (Figure S1f, Supporting Information). After being inhibited by milrinone for 24 hours, the oocytes were transferred to M16 culture medium without milrinone for in vitro maturation.However, most oocytes remained at the GV stage, and only a small proportion advanced to the MI stage, showing impaired polar body extrusion (PBE) (Figure 1d,e). This result is consistent with previous studies, which reported that targeted deletion of *Mfn1* in female mice causes infertility, attributed to defective folliculogenesis and failure in oocyte maturation.^[^ ^16a,b^ ^]^

To assess MFN1's role postfertilization, we immediately transferred siRNA‐injected GV oocytes to M16 medium and cultured them for 14 h (Figure 1f). The PBE ratio in MFN1‐KD oocytes did not differ significantly from controls (Figure S1g, Supporting Information). Subsequently, the zona pellucida was removed from MII oocytes for in vitro fertilization (IVF). At 8 h postfertilization, 68.33% of zygotes from the MFN1‐KD group displayed a single abnormal pronucleus (1PN), whereas only 31.67% exhibited two pronuclei (2PN) (Figure 1g). This finding confirms that MFN1 is essential for normal PN formation.

To investigate MFN1's role during cleavage‐stage embryo development, we injected super ovulated MII oocytes with siRNA targeting *Mfn1* and subsequently fertilized them via IVF (Figure 1h). Although MFN1‐KD embryos reached the 2‐cell stage, the majority failed to progress beyond this stage, while control embryos advanced to the blastocyst stage (Figure 1i). This observation indicates that MFN1 deficiency causes early embryonic developmental arrest at the 2‐cell stage, suggesting that MFN1 plays a critical role in regulating ZGA.

To further explore MFN1's function during later stages of early embryo development, we performed siRNA‐mediated *Mfn1* knockdown in early zygotes following IVF (Figure 1j). Tracking embryo development revealed that only 30% of MFN1‐KD embryos reached the blastocyst stage, with ≈55% arrested at the morula stage. In contrast, 90% of control embryos progressed to the blastocyst stage (Figure 1k). These results suggest that while MFN1 loss has minimal effect on embryonic development up to the morula stage, it significantly impairs blastocyst formation, indicating that MFN1 likely orchestrates key aspects of early embryonic programming.

In conclusion, our findings establish that MFN1 is essential for oocyte maturation, normal PN formation, and preimplantation development. Future studies will be needed to investigate whether MFN1 regulates early embryo development by orchestrating epigenetic reprogramming events.

### 2.2 MFN1 Depletion in Mouse Oocytes Inhibits Protein Synthesis, H3.3 Deposition, and Male PN Formation

MFN1 depletion in MII oocytes resulted in defective 2PN formation (Figure 1g). Immunofluorescence staining for Lamin B1 confirmed the failure of male PN formation in MFN1‐depleted oocytes (**Figure** **2**a). Interestingly, this phenotype mirrors that observed with maternal depletion of histone H3.3, which plays an essential role in oogenesis,^[^ ^4^ ^]^ spermatogenesis,^[^ ^21^ ^]^ and early embryogenesis.^[^ ^22^ ^]^ Previous studies have shown that maternal H3.3 rapidly incorporates into the paternal genome to facilitate male PN formation after fertilization.^[^ ^5^, ^6^ ^]^ The absence of H3.3 in oocytes disrupts male PN formation.^[^ ^5d^ ^]^ Furthermore, H3.3 directly associates with ZGA loci, and its proper expression in early embryos is critical for orchestrating ZGA activity and establishing totipotency.^[^ ^23^ ^]^ These findings raise the intriguing possibility that the failure of male PN formation from MFN1 depletion may be linked to H3.3 insufficiency in early embryos.

**Figure 2:**
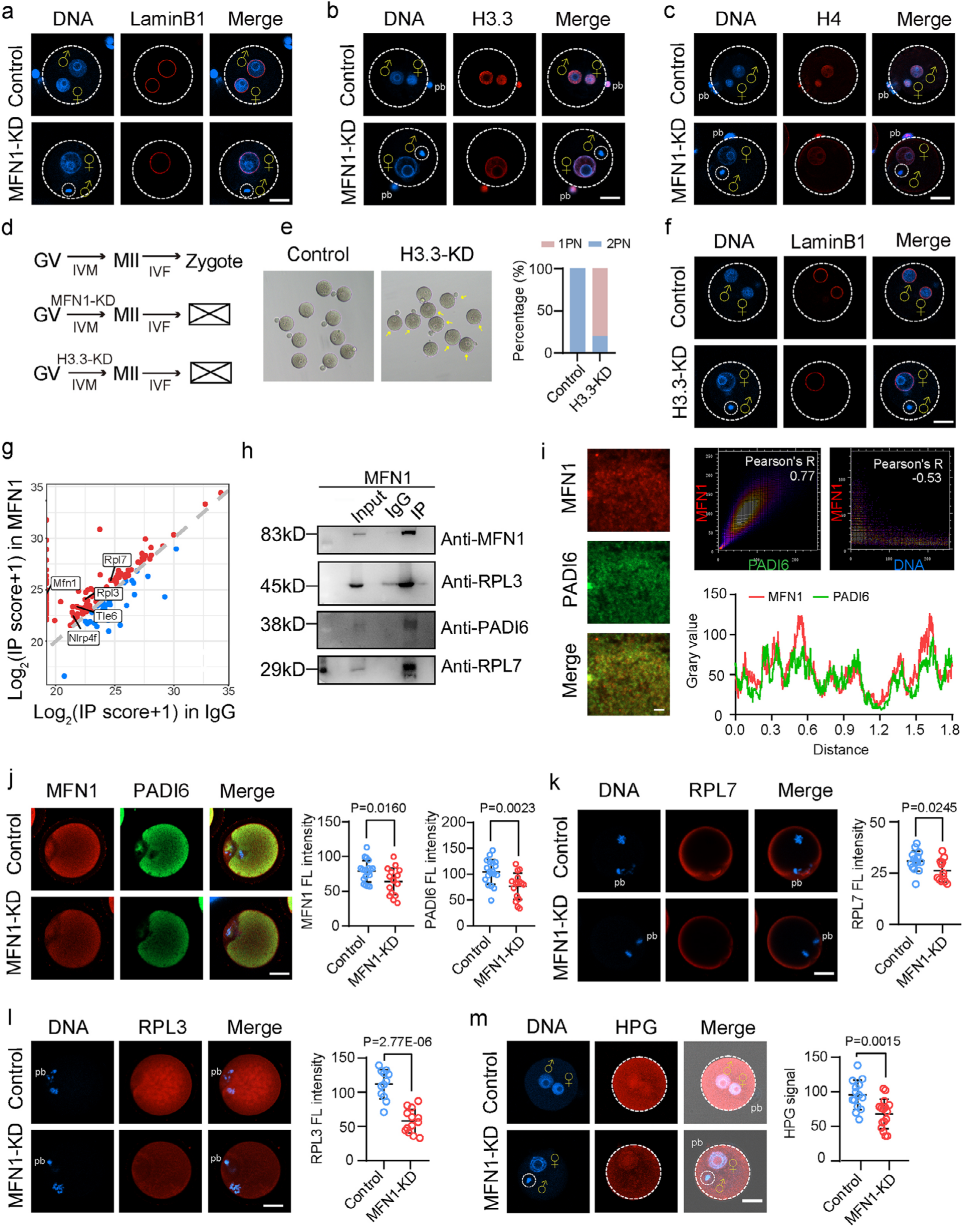
MFN1 supports H3.3 protein abundance and ensures male PN formation. a) Immunostaining of lamin B1 in control and MFN1‐KD mouse zygotes. Scale bar: 25 µm. ♂ represents decondensed sperm head, ♀ represents female PN. b,c) Immunostaining of histone H3.3 (b) and H4 (c) in control and MFN1‐KD mouse zygotes. Scale bar: 25 µm. ♂ represented decondensed sperm head, ♀ represented female PN. d) Schematic representation of microinjection experiment. Mouse GV oocytes were microinjected with siRNA sequences against H3.3 (through targeting both H3.3A and H3.3B). After IVM, MII oocytes were collected for IVF. After 8 h postfertilization, zygotes were collected for further examination. e) Representative images (left panel) and stacked bar plots at the zygotes (right bar graph) of PN formation after fertilization in control (*n* = 103) and H3.3‐KD (*n* = 110) groups. Abnormal 1 PN was identified in MFN1‐KD group while normal 2 PN was observed in control group. Experiments were repeated for at least three times. Arrow indicates the zygotes with abnormal 1PN. Scale bar: 80 µm. f) Immunostaining of lamin B1 in control and H3.3‐KD mouse zygotes. Scale bar: 25 µm. ♂ represents decondensed sperm head, ♀ represents female PN. g) Scatter plot illustration of MFN1‐interacting proteins in mouse MII oocytes identified by IP‐MS with differently enriched proteins highlighted including SCMC components and ribosomal subunits. The proteins with Log_2_ (IP score+1) increased and decreased more than 1 with adjusted *P*‐value less than 0.05 were highlighted in with red and blue red, respectively. h) Co‐immunoprecipitation (Co‐IP) assay showing the interacting proteins of MFN1. i) Representative oocyte expansion images by colabeling using anti‐MFN1 and anti‐PADI6 antibodies and in mouse MII oocytes (left panel). Scale bar: 5 µm. Colocalization quantitative analysis for IF staining of MFN1 with PADI6 (left) and MFN1 with DNA (right) in mouse MII oocytes (right panel). The colocalization quantitative analysis of the MFN1 with DNA serves as a negative control. j) Co‐immunostaining images (above) and quantitative immunofluorescence analyses (below) on MFN1 and PADI6 in mouse MII oocytes from control (*n* = 19) and MFN1‐KD (*n* = 16) groups. Scale bar: 25 µm. k) Representative image of immunofluorescence staining for RPL7 in control and MFN1‐KD MII oocytes (left panel). Quantification signals of RPL7 and RPL3 in control and MFN1‐KD MII oocytes (right panel). Control (*n* = 15), MFN1‐KD (*n* = 12). Scale bar: 25 µm. l) Representative image of immunofluorescence staining for RPL3 in control and MFN1‐KD MII oocytes (left panel). Quantification signals of RPL3 in control and MFN1‐KD MII oocytes (right panel). Control (*n* = 12), MFN1‐KD (*n* = 13). Scale bar: 25 µm. m) Representative immunofluorescence staining images (left panel) and quantification (right panel) of HPG signals in mouse zygotes from control and MFN1‐KD group. Control (*n* = 14), MFN1‐KD (*n* = 16). Scale bar: 25 µm. (j—m) Data are presented as mean ± SEM from at least three times independent experiments. *P*‐values were calculated by two‐tailed Student's *t*‐tests.

To explore this hypothesis, we examined H3.3 incorporation following fertilization in MFN1‐depleted oocytes. As shown in Figure 2b,c, H3.3 and H4 signals were absent from the male genome and were notably diminished in the female PN in MFN1‐depleted zygotes. To determine whether the failure of male PN formation in MFN1‐depleted zygotes resulted from maternal H3.3 loss, we coinjected siRNAs targeting *H3f3a* and *H3f3b* into GV oocytes, followed by oocyte maturation and fertilization (Figure 2d,e). These genes encode the identical H3.3 protein sequence. The H3.3 KD oocytes showed a substantial reduction in H3.3 mRNA levels (Figure S2a, Supporting Information). Notably, the PBE rate was comparable between control and H3.3‐depleted oocytes after 14 h of culture (Figure S2b, Supporting Information). The matured MII oocytes were subsequently used for IVF. As anticipated, the rate of 2PN formation was significantly reduced in late zygotes with H3.3 deficiency (Figure 2e). A similar failure of male PN formation was observed in H3.3‐KD oocytes (Figures 1g and 2e,f). In line with MFN1 depletion, zygotes from the MFN1‐KD group displayed abnormal mitochondrial aggregation and altered mitochondrial membrane potential (MMP) (Figure S2c,d, Supporting Information). These observations promoted us to investigate how MFN1 depletion results in the loss of H3.3 in the sperm genome. To elucidate the molecular mechanisms underlying MFN1 function in zygotes, we performed co‐immunoprecipitation (Co‐IP) using MII oocytes, followed by mass spectrometry to identify components of MFN1‐containing protein complexes. This analysis identified 84 proteins with antibody intensities higher than the IgG control group (Figure 2g), and enrichment analysis revealed that these proteins were primarily involved in ribosomal subunit biogenesis, ribosome assembly, mRNA processing, and stabilization (Figure S2e, Supporting Information). In the potential interacting proteins of MFN1, we noticed the subcortical maternal complex (SCMC) and ribosomal proteins (RPs) (Figure 2g).

To validate these findings, we conducted additional Co‐IP experiments followed by Western blotting (WB). This experiment confirmed that the anti‐MFN1 antibody precipitated not only MFN1 but also PADI6, RPL7, and RPL3 (Figure 2h). Immunofluorescence analysis, combined with cell expansion and colocalization quantitative analysis, revealed that MFN1 colocalized with PADI6 in mouse MII oocytes (Figure 2i). Further investigation showed that both MFN1 and PADI6 signals were significantly reduced in MFN1‐KD oocytes compared to controls (Figure 2j). A previous study reported a reduction in 39 ribosomal subunits in *Padi6* ^−/−^ oocytes.^[^ ^3e^ ^]^ Comparison of these 39 subunits with our mass spectrometry data revealed 29 overlapping ribosomal subunits (Figure S2f, Supporting Information). This finding suggests that MFN1 facilitates the function of the PADI6‐containing cytoplasmic lattice in accumulating translation factors essential for early embryonic development. Consistent with this, immunofluorescence staining showed reduced levels of cytoplasmic lattice components (TLE6, OOEP) and ribosomal proteins (RPL7, RPL3) following MFN1 depletion (Figure 2k,l; Figure S3a,b, Supporting Information). Additionally, MFN1 depletion led to a significant reduction in cortical F‐actin thickness (Figure S3c, Supporting Information). Collectively, our results support the role of MFN1 in maintaining PADI6 and ribosomal protein levels to sustain early embryonic development.

The decreased levels of ribosomal subunits in MFN1‐deficient oocytes suggest impaired translation activity in zygotes. To investigate this, we performed an l‐homopropargylglycine (HPG) incorporation assay to measure nascent protein synthesis in zygotes. MFN1‐depleted zygotes showed a significant reduction in protein synthesis, as indicated by the HPG signal (Figure 2m), which could contribute to aberrant male PN formation upon MFN1 depletion. To further explore this, we treated MII oocytes with the translation inhibitor cycloheximide (CHX) (**Figure** **3**a,b). We observed that 67.5% of zygotes failed to form a male PN, and these were also devoid of H3.3 following CHX treatment (Figure 3b–d). The reduction in protein synthesis activity after CHX treatment was confirmed in zygotes by the HPG incorporation assay (Figure 2e).

**Figure 3:**
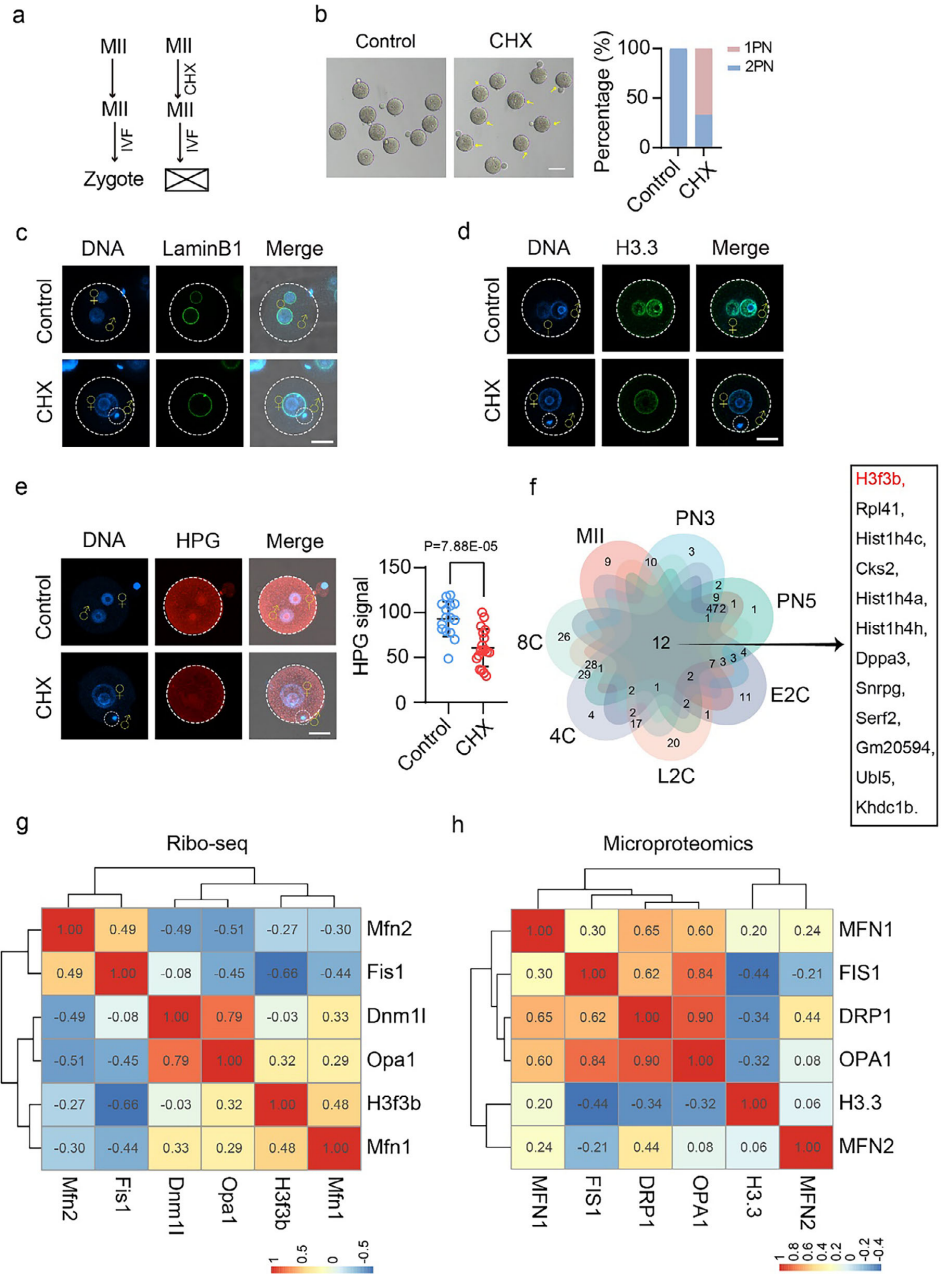
MFN1 contributes to protein synthesis activity in zygotes. a) Schematic of experimental design of fertilized oocytes with or without CHX treatment. MII Oocytes were incubated in M2 medium with DMSO (control) or CHX (CHX treatment) for 6 h before proceeding to IVF. b) Representative images (left panel) and quantification (right panel) of PN formation rates in zygotes with or without CHX treatment. Control (*n* = 98), CHX treatment (*n* = 106). Oocytes treated with CHX failed to form normal 2PN zygotes after fertilization. Arrows indicate the zygotes with abnormal 1PN. Scale bar: 80 µm. c,d) Representative immunostaining images of Lamin B1 (c**o**) and H3.3 (d) in control and CHX treatment zygotes. e) Representative images reveal a substantial decrease in HPG signals in CHX treated (*n* = 18) mouse zygotes compared to control (*n* = 15) zygotes. Above: representative images of HPG signals. Scale bar: 25 µm. Below: quantified HPG signals in mouse zygotes. f) The Venn diagram shows 12 common genes among MII, PN3, PN5, E2C, L2C, 4C, 8C stage in mouse. Public dataset GSE165782 was used for analysis. g) Heatmap of Pearson correlation coefficients for genes related to mitochondria dynamics and *H3f3b* in mouse oocytes and early embryos by public Ribo‐seq dataset GSE165782. h) Heatmap of Pearson correlation coefficients for abundance of proteins related to mitochondria dynamics and H3.3 in human early embryos by public microproteomics dataset PXD042633. (e) Data are presented as mean ± SEM from at least three times independent experiments. *P*‐values were calculated by two‐tailed Student's *t*‐tests.

We next investigated how translation activity is linked to H3.3 incorporation into the mouse genome. We analyzed proteome data from early mouse embryos treated with CHX,^[^ ^24^ ^]^ and performed Gene Ontology (GO) analysis on the top 100 translated proteins, ranked by protein fold change after CHX treatment (Figure S3d, Supporting Information). The analysis revealed an overrepresentation of the GO term “protein–DNA complex organization” (Figure S3e, Supporting Information), with *H3f3b* ranked 52nd. Additionally, we examined reported Ribo‐seq data^[^ ^20^ ^]^ for translation activity in genes from the MII stage to the 8‐cell stage. The results showed that H3.3 is continuously expressed, with *H3f3b* expression levels significantly higher than those of *H3f3a* (Figure S3f, Supporting Information). Notably, the translation activity of *H3f3b* ranked within the top 100 genes at various stages, including MII, PN3, PN5, early 2‐cell, late 2‐cell, 4‐cell, and 8‐cell (Figure 3f). In total, 12 overlapping genes were identified among the top 100 genes with the highest translation efficiency across these stages, including *Hist1h4a*, *Hist1h4c*, and *Hist1h4* *h*, which encode histone H4. H3.3 is known to play a critical role in early embryonic development^[^ ^25^ ^]^ and must form dimers with histones H4 to exert its epigenetic functions.^[^ ^26^ ^]^ Furthermore, correlation analysis of the translation activities of genes associated with mitochondrial dynamics and *H3f3b* revealed a positive correlation between *Mfn1* and *H3f3b* (Figure 3g). Similarly, reported microproteomics dataset by mass spectrometry confirmed positive correlation of protein abundance of MFN1 and H3.3 in human early embryos (Figure 3h). These findings suggest that H3.3 protein is maintained by sustained translation throughout early embryo development, is highly sensitive to changes in translation activity, and strongly correlates with MFN1 protein level.

In summary, these results demonstrate that MFN1 depletion impairs protein synthesis, reduces H3.3 levels, and inhibits male PN formation and embryonic development beyond the 1‐cell stage.

### 2.3 MFN1 Deficiency Leads to Aberrant Histone Modifications and ZGA Occurrence in 2‐Cell Mouse Embryos

Given that fertilization failure in MFN1‐depleted zygotes was linked to reduced H3.3 levels, we sought to determine whether the mechanisms underlying developmental defects in 2‐cell embryos resemble those observed at the zygote stage. MFN1 depletion in cleavage‐stage embryos caused a block at the 2‐cell stage (Figures 1i and 3a). Examination of early 2‐cell embryos revealed that protein synthesis activity, as measured by HPG intensity, and the levels of PADI6 and H3.3 were reduced following MFN1 depletion (**Figure** **4**b–e; Figure S4a, Supporting Information), consistent with our observations at the zygote stage (Figure 2e,j,m).

**Figure 4:**
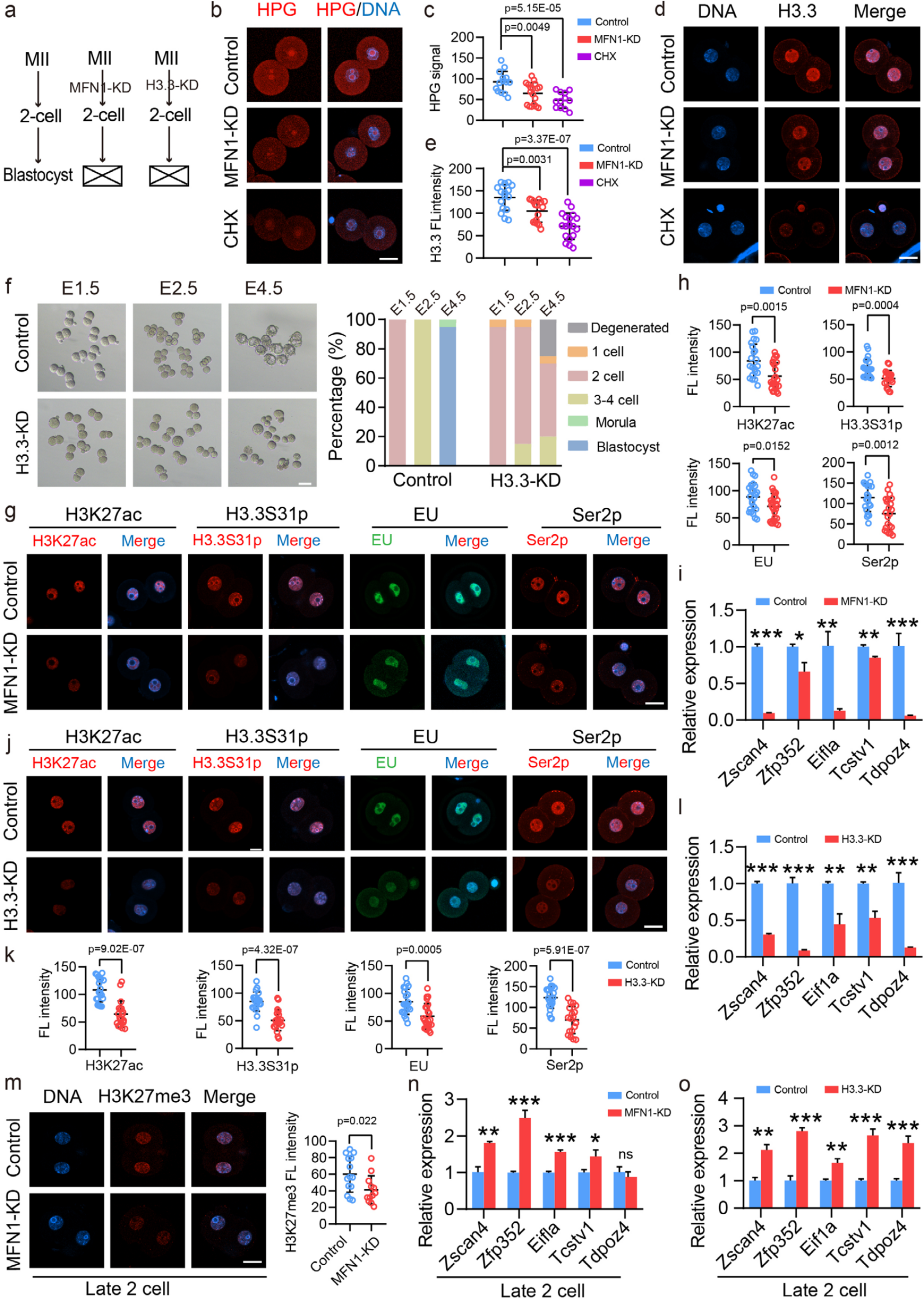
MFN1 facilitates H3.3 expression, and is essential for correct expression of ZGA genes at early and late 2‐cell stages. a Schematic representation of microinjection experiment using siRNA against *Mfn1* or H3.3 (H3.3A and H3.3B). Generally, mouse MII oocytes were microinjected with siRNA and immediately fertilized by IVF using normal sperm. b) Representative images of the HPG signals from control, MFN1‐KD and CHX treated early 2‐cell embryos. Scale bar: 25 µm. c) Fluorescence intensity of the HPG signals from control (*n* = 14), MFN1‐KD (*n* = 18) and CHX treatment (*n* = 12) early 2‐cell embryos. d) Immunofluorescence of H3.3 in control, MFN1‐KD and CHX treated early 2‐cell embryos. Scale bar: 25 µm. e) Quantification of H3.3 in control (*n* = 16), MFN1‐KD (*n* = 16) and CHX treated (*n* = 18) early 2‐cell embryos. f) Representative images (left panel) showing development of early embryos from control (*n* = 97) and H3.3‐KD (*n* = 106) groups at different time points. Scale bar: 80 µm. Quantification (right panel) of the developmental rate at indicated time points from three independent experiments. Most of embryos failed to develop beyond 2‐cell stage after H3.3 depletion, whereas the control embryos advanced to the blastocyst stage. g) Representative images of H3K27ac, H3.3S31p, EU and Ser2p in control and MFN1‐KD early 2‐cell embryos. Scale bar: 25 µm. h) Quantification of H3K27ac, H3.3S31p, EU and Ser2p intensities. Control (*n* = 22, *n* = 24, *n* = 24, *n* = 20), MFN1‐KD (*n* = 24, *n* = 20, *n* = 26, *n* = 22). i) qRT‐PCR results for expression levels of typical ZGA genes in control (*n* = 5) and MFN1‐KD (*n* = 5) early 2‐cell embryos. The expression levels were normalized to *Gapdh*, which served as an internal control. j,k) Representative images (j) and quantification of (k) of H3K27ac, H3.3S31p, and Ser2p in early 2‐cell embryos from control (*n* = 19, *n* = 21, *n* = 21, *n* = 24) and H3.3 KD (*n* = 19, *n* = 20, *n* = 23, *n* = 18) groups. Scale bar: 25 µm. l) qRT‐PCR results for expression levels of typical ZGA genes in control (*n* = 5) and H3.3‐KD (*n* = 5) early 2‐cell embryos. The expression levels were normalized to *Gapdh*, which served as an internal control. m) Representative images (left) and immunofluorescence intensity analysis (right) of H3K27me3 in control (*n* = 14) and MFN1‐KD (*n* = 12) late 2‐cell embryos. Scale bar: 25 µm. n) The relative expression of typical ZGA genes in control (*n* = 5) and MFN1‐KD (*n* = 5) late 2‐cell embryos. The expression levels were normalized to *Gapdh*, which served as an internal control. o) The relative expression of typical ZGA genes in control (*n* = 5) and H3.3‐KD (*n* = 5) late 2‐cell embryos. The expression levels were normalized to *Gapdh*, which served as an internal control. (c,e,h,i,k–o) Data are presented as mean ± SEM from at least three independent experiments. *P*‐values were calculated through two‐tailed Student's *t*‐tests.

To assess the impact of protein synthesis activity in cleavage embryos, we treated early 2‐cell embryos with CHX. Nascent protein synthesis was examined by HPG incorporation, and a dramatic decline in protein synthesis activity was observed in CHX‐treated embryos (Figure 4b,c). Furthermore, we noted a reduction in H3.3 intensity in CHX‐treated embryos (Figure 4d,e). Next, we performed knockdown experiments in mouse MII oocytes using siRNA targeting H3.3, followed by IVF (Figure 4f). The results showed a significant decrease in both *Mfn1* and H3.3 levels, at both the mRNA and protein levels, in MFN1‐KD and H3.3‐KD embryos (Figure S4a,b; Figure S4c,d, Supporting Information). Notably, ≈80% of H3.3‐KD embryos was arrested at the 2‐cell stage, whereas control embryos developed to the 3–4‐cell stage. Only a small fraction of H3.3‐KD embryos progressed to the 3–4‐cell stage, even when control embryos reached the blastocyst stage (Figure 4f). This phenotype closely resembled that observed in MFN1‐KD embryos (Figure 1i).

Proper histone modifications are crucial for normal early embryo development. To explore how MFN1 modulates histone modifications in early embryos, we performed immunostaining in early 2‐cell embryos from control and MFN1‐depleted groups. Notably, MFN1 depletion caused a substantial reduction in H3K27ac signal in early 2‐cell embryos (Figure 4g,h). Previous studies have shown that H3K27ac is promoted by phosphorylation of histone H3.3 at serine 31 (H3.3S31p), which in turn enhances transcriptional activity.^[^ ^25^, ^27^ ^]^ Consistent with the decline in H3K27ac, fluorescence staining revealed a noticeable decrease in H3.3S31p intensity in MFN1‐depleted embryos compared to controls (Figure 4g,h). Additionally, we observed reduced intensities of both H3K4me3 and H3K9ac in MFN1‐depleted embryos (Figure S4e,f, Supporting Information). These findings suggest that MFN1 depletion inhibits H3.3S31 phosphorylation, leading to a loss of active histone marks.

Active histone modifications, such as H3K27ac, are associated with transcriptional activation. To assess transcriptional activity, we performed a 5‐ethynyl uridine (EU) incorporation assay, which revealed a significant reduction in the EU signal following MFN1 depletion (Figure 4g,h). Staining for phosphorylated Ser2 of RNA polymerase II (Ser2P), a marker of RNA polymerase II engaged in active transcription, showed significantly reduced levels of actively transcribing RNA polymerase II in the early 2‐cell embryos of the MFN1‐depleted group (Figure 4g,h). Collectively, these results demonstrate that MFN1 depletion impairs transcriptional activation in early 2‐cell embryos.

The abnormal transcriptional activity observed following MFN1 depletion prompted us to investigate whether the expression of ZGA genes was affected. qRT‐PCR results showed that typical ZGA genes, including *Zscan4*, *Zfp352*, *Eif1a*, *Tcstv1*, and *Tdpoz4*, were not fully activated in early 2‐cell embryos lacking MFN1 (Figure 4i).

To determine whether the developmental defects observed in MFN1‐depleted early 2‐cell embryos were due to a reduction in H3.3 protein levels, we conducted similar experiments using H3.3‐KD early 2‐cell embryos. We observed a dramatic decrease in the intensities of H3K27ac, H3.3S31p, H3K4me3, and H3K9ac in H3.3‐KD embryos (Figure 4j,k; Figure S4g,h, Supporting Information). In addition, EU incorporation and Ser2P signals were significantly reduced in these embryos (Figure 4j,k). Furthermore, the expression of typical ZGA genes was also compromised in H3.3‐KD embryos (Figure 4l). These findings suggest that MFN1 depletion inhibits H3.3 protein expression by reducing protein synthesis, leading to decreased active histone marks and impaired ZGA activity in early 2‐cell embryos.

Additionally, we observed that MFN1 deficiency caused a reduction in H3K27me3 intensity (Figure 4m) and an upregulation of typical ZGA gene expression (Figure 4n) at the late 2‐cell stage, a time when ZGA is typically silenced, and H3K27me3 marks genes for transcriptional repression. Similarly, we identified decreased H3K27me3 levels (Figure S4i, Supporting Information) and increased expression of typical ZGA genes (Figure 4o) in H3.3‐KD late 2‐cell embryos. These results suggest that in late 2‐cell embryos, MFN1 facilitates H3.3 expression, which in turn establishes H3K27me3 modification, enabling transcriptional silencing and ZGA shutdown.

In the absence of MFN1, 2‐cell embryos from the MFN1‐KD group exhibited abnormal mitochondrial distribution and membrane potential (Figure S5a,b, Supporting Information). However, KD of H3.3 did not significantly affect mitochondrial distribution or MMP (Figure S5c,d, Supporting Information). Taken together, these results demonstrate that in 2‐cell embryos, MFN1 promotes protein synthesis and H3.3 protein accumulation, which establishes active histone marks to stimulate ZGA at the early 2‐cell stage and repressive histone marks to silence ZGA at the late 2‐cell stage.

### 2.4 MFN1 Facilitates H3.3 Expression and Embryonic Programming in 8‐Cell Mouse Embryos

Depletion of MFN1 from the zygote stage led to developmental arrest at the morula stage (Figures 1k and 5a). We then sought to determine whether the underlying mechanisms were consistent with those observed in MFN1‐deficient zygotes and 2‐cell embryos. Given that the MFN1 protein level peaks at the 8‐cell stage during early embryo development (Figure S1a, Supporting Information), we selected this stage for subsequent analysis following *Mfn1* knockdown at the zygote stage.

**Figure 5:**
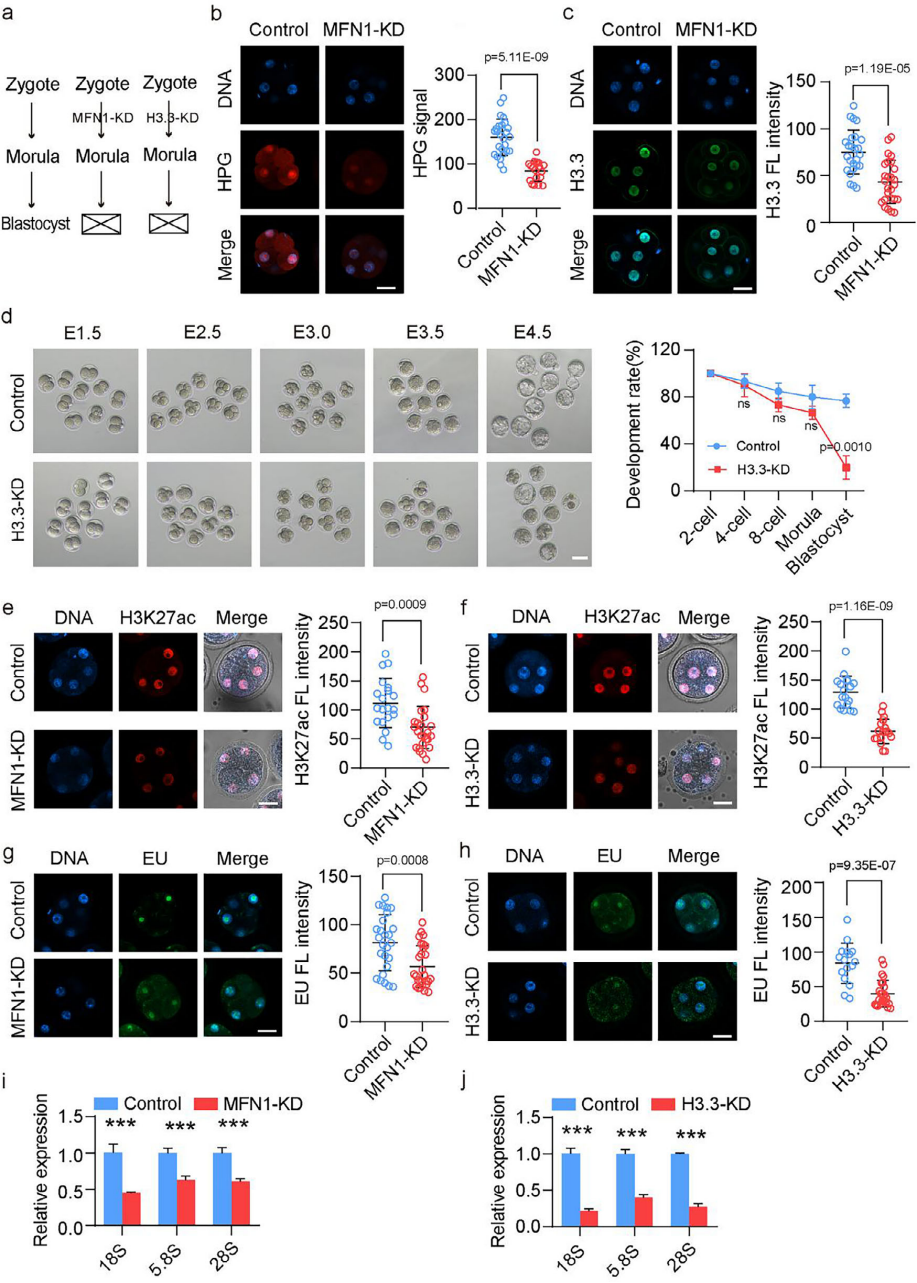
Knockdown of MFN1 in zygote leads to reduced H3.3 protein level at the 8‐cell stage and caused morula arrest. a) Experimental scheme of microinjection experiment in zygotes. Generally, early mouse zygotes were microinjected with siRNA against *Mfn1* or H3.3, followed by in vitro culture until blastocyst stage. b) Immunofluorescence (left panel) and quantification (right panel) of HPG signals in MFN1‐KD (*n* = 19) and control (*n* = 26) 8‐cell embryos. Scale bar: 25 µm. c) Immunofluorescence (left panel) and quantification (right panel) of H3.3 in MFN1‐KD (*n* = 26) and control (*n* = 25) 8‐cell embryos. Scale bar: 25 µm. d) Representative images of early embryonic development of control and H3.3‐KD embryos (left panel). The percentage of embryos that reached the 2‐cell, 4‐cell, 8‐cell, morula, and blastocyst stages at E1.5, E2.5, E3.0, E3.5, and E4.5 was calculated and presented as the developmental rate (right panel). Control, *n* = 114. H3.3‐KD, *n* = 118. Most of embryos from control group developed to blastocyst stage, while H3.3‐KD embryos were mainly arrested at morula stage. e) Representative images (left) and quantification of H3K27ac signals (right) in control (*n* = 20) and MFN1‐KD (*n* = 26) 8‐cell embryos. Scale bar: 25 µm. f) Representative images (left) and quantification of H3K27ac signals (right) in control (*n* = 16) and H3.3‐KD (*n* = 25) 8‐cell embryos. Scale bar: 25 µm. g) Representative images (left) and quantification of EU‐positive nuclear signals (right) in control (*n* = 26) and MFN1‐KD (*n* = 28) 8‐cell embryos. Scale bar: 25 µm. h) Representative images (left) and quantification of EU‐positive nuclear signals (right) in control (*n* = 18) and H3.3‐KD (*n* = 18) 8‐cell embryos. Scale bar: 25 µm. i) qRT‐PCR results showing the RNA levels of 18S, 5.8S, and 28S in 8‐cell embryos after microinjection of siRNA against *Mfn1* in zygotes. *Gapdh* served as the internal control. *n* = 5 embryos in each sample. j) qRT‐PCR results showing the RNA levels of 18S, 5.8S, and 28S in 8‐cell embryo after microinjection of siRNA against H3.3 in zygotes. *Gapdh* served as the internal control. *n* = 5 embryos in each sample. (b–j) Data are presented as mean ± SEM from at least three independent experiments. *P*‐values were calculated by two‐tailed Student's *t*‐tests.

qRT‐PCR and immunofluorescence staining showed a significant reduction in both mRNA and protein levels of *Mfn1* at the 8‐cell stage after siRNA‐mediated knockdown of *Mfn1* in zygotes (Figure S6a,b, Supporting Information). We then examined protein synthesis activity and H3.3 protein levels in MFN1‐depleted 8‐cell embryos. Both the HPG signal and nuclear H3.3 levels were significantly decreased in these embryos (Figure 5b,c). Furthermore, we assessed the levels of PADI6, other components of the SCMC, and RPs. Immunofluorescence analysis revealed consistent reductions in the signals of MFN1 and PADI6 (Figure S6c, Supporting Information). Similarly, OOEP, TLE6, and RPL7 showed decreased signals in MFN1‐depleted 8‐cell embryos (Figure S6d–f, Supporting Information). These findings align with the observations in MFN1‐depleted zygotes and 2‐cell embryos, further supporting the role of MFN1 in facilitating H3.3 expression and driving the developmental program during the mid‐preimplantation stage. To determine whether reduced H3.3 protein levels contribute to developmental abnormalities at the 8‐cell stage, we injected siRNA targeting H3.3 into early mouse zygotes (Figure 5a,d). qRT‐PCR and immunofluorescence staining revealed a significant decrease in both H3.3 mRNA and protein levels in 8‐cell embryos (Figure S7a,b, Supporting Information). Despite this, we observed that H3.3 depletion had minimal impact on embryo compaction, but significantly reduced the blastocyst developmental rate (**Figure** **5**d), a phenotype consistent with that observed in MFN1‐depleted embryos (Figure 1k). These results suggest that MFN1 depletion weakens H3.3 protein levels, which are crucial for blastocyst formation.

Next, we examined the effects of MFN1 and H3.3 depletion on histone modifications and RNA synthesis. H3K27ac signals were reduced in 8‐cell embryos following the depletion of either MFN1 or H3.3 (Figure 5e,f), indicating that both proteins contribute to chromatin opening in early embryos. To assess nascent RNA synthesis, we performed EU staining at the 8‐cell stage after MFN1 or H3.3 depletion. We observed a marked reduction in EU signals, demonstrating a significant impairment in transcriptional activation (Figure 5g,h). Interestingly, qRT‐PCR analysis of rRNA expression revealed downregulation of 18S, 5.8S, and 28S rRNA in both MFN1‐KD and H3.3‐KD embryos (Figure 5i,j). Additionally, we detected a global decrease in H3K4me3 and H3K36me3 signals in both MFN1‐KD and H3.3‐KD embryos (Figure S7c–f, Supporting Information). In summary, these findings indicate that both MFN1 and H3.3 are essential for establishing active histone marks and RNA synthesis in 8‐cell embryos.

As anticipated, 8‐cell embryos in the MFN1‐KD group exhibited abnormal mitochondrial aggregation, a decrease in mitochondrial DNA (mtDNA) copy number, and disrupted MMP (Figure S8a–c, Supporting Information). Similarly, depletion of H3.3 also resulted in abnormal mitochondrial distribution, reduced mtDNA copy number, and impaired MMP (Figure S8d–f, Supporting Information), highlighting the significant role of H3.3 in early embryonic development.

In summary, these findings suggest that MFN1 facilitates H3.3 expression in 8‐cell embryos, promoting chromatin opening and RNA synthesis.

### 2.5 MFN1 Facilitates H3.3‐Activated Gene Expression in 8‐Cell Mouse Embryos

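Transcripts were measured in pools of 8-cell embryos that had received siRNA as zygotes. The control group received nontargeting siRNA, the MFN1-KD group received siRNA against *Mfn1*, and the H3.3-KD group received siRNA against *H3f3a* and *H3f3b*, the genes that encode H3.3. Each of the 3 groups had 3 libraries. The paper gives 10 embryos from each group, whereas the sample labels give 5 to 10 embryos per library. The libraries were made by Smart-Seq2, in which cDNA is primed with oligo-dT and amplified by PCR before sequencing. The authors trimmed the reads with cutadapt and mapped them to the mouse genome mm10 with STAR. The deposited values are FPKM (fragments per kilobase of gene, scaled to the fragments of the library) rounded to 2 decimals, and how they were made from the alignments is not named in the paper's text. No read counts were used here, so the depth of each library is unknown and an FPKM of 0 is written as listed at 0. The number of genes above 0 FPKM ranged from 21643 to 22507 in control, from 23655 to 24820 in H3.3-KD and from 15577 to 20842 in MFN1-KD, where replicate 3 was the lowest. FPKM was transformed as log2(FPKM + 1), and the 13011 genes with a mean of at least 1 FPKM over the 9 libraries were tested. One linear model was fitted to all libraries with limma (trend and robust options), and each knockdown was compared with control. Adjusted p-values are Benjamini-Hochberg values over the genes tested. The median log2 fold change of all genes was -0.08 in MFN1-KD and 0.26 in H3.3-KD, and scaling each library by median ratios moved the latter to -0.00, so changes of gene lists are given relative to the median of all genes.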

To further elucidate the molecular mechanisms underlying MFN1's function during early embryonic development and its interaction with H3.3, we performed transcriptome analysis using low‐input RNA sequencing on 8‐cell embryos from control, MFN1‐KD, and H3.3‐KD groups. Strong correlations were observed across the three biological replicates for each group (Figure S9a,b, Supporting Information). 

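Pearson's r of log2(FPKM + 1) was computed across the genes tested for each pair of libraries. Genes are not independent replicates, so no p-value is attached to r. The mean of the 3 pairs within a group was 0.955 ± 0.0067 (SD) in control, 0.931 ± 0.013 in H3.3-KD and 0.894 ± 0.0208 in MFN1-KD. The lowest pair within MFN1-KD, replicates 2 and 3, had an r of 0.876. Pairs of a control and an MFN1-KD library ranged from 0.842 to 0.926, which overlaps the range within MFN1-KD. Pairs of control with MFN1-KD replicate 3 had r values of 0.842 to 0.860. The overlap stays without replicate 3, since the pair of MFN1-KD replicates 1 and 2 had an r of 0.917 and their pairs with control had values of 0.908 to 0.926. Every pair of a control and an H3.3-KD library, from 0.783 to 0.871, lay below every pair within either group. The choice that moved r most was the pseudocount. With a pseudocount of 0.1 the mean within MFN1-KD was 0.826.

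**Figure D1:**
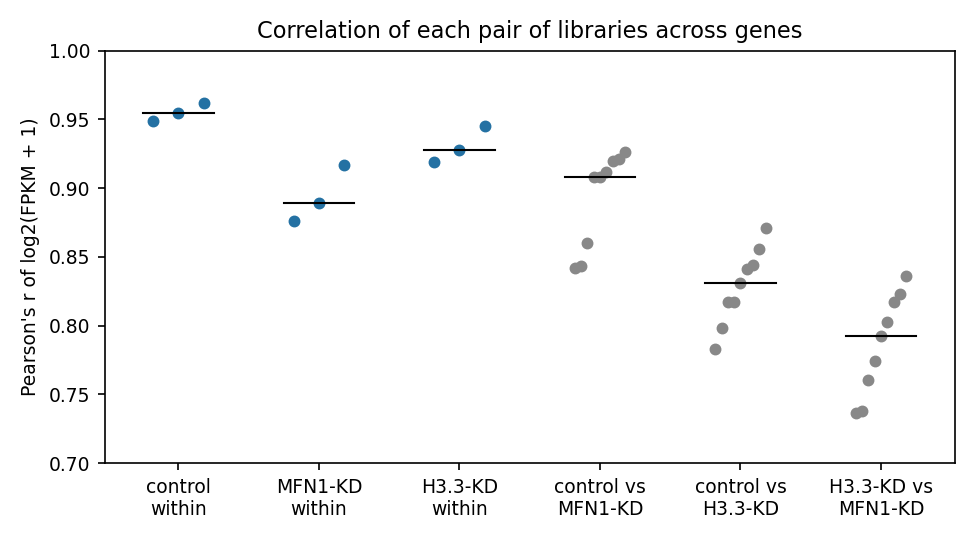
Pearson's r across genes for each pair of libraries, by the groups the pair comes from. Points are pairs and lines are medians, and the median is 0.954 within control, 0.890 within MFN1-KD and 0.928 within H3.3-KD.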

Overall, we identified 1284 upregulated and 1116 downregulated genes in the MFN1‐KD group (**Figure** **6**a,b; Figure S9c,d, Supporting Information), and 3656 upregulated and 2501 downregulated genes in the H3.3‐KD group (Figure 6c,d; Figure S9e,f, Supporting Information). 

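The paper's threshold is more than 2-fold and P under 0.05, and its text does not say whether P is adjusted. Here it was read as an unadjusted p. With this threshold limma gave 653 upregulated and 1178 downregulated genes in MFN1-KD. In H3.3-KD it gave 3112 upregulated and 1222 downregulated genes. With an adjusted p under 0.05 and more than 2-fold, 142 genes were higher and 267 lower in MFN1-KD, and 2627 were higher and 981 lower in H3.3-KD. In 100 simulated experiments MFN1-KD changed no gene and only H3.3-KD did. Each simulated library was a mean plus a random mix of the deviations of a group's 3 replicates. All genes then vary along these few deviations, which can overstate shared variation. The simulated MFN1-KD calls at the paper's threshold ranged from 0 to 3115. In 6 experiments they were as many as in the data, and 5 had as many adjusted calls, with up to 2628 of the latter. These shares are therefore only a rough guide to chance. The adjusted calls in MFN1-KD depended on which libraries were fitted. None was left when only the 6 libraries of the 2 groups were fitted, where 2724 genes had an unadjusted p under 0.05, or when control replicate 2 or 3 was left out, where 2002 and 1986 genes had one. Only 22 genes were higher and 37 lower without control replicate 1. The H3.3-KD libraries also enter these calls, through the spread that all groups share, and 9 genes were higher and 30 lower without H3.3-KD replicate 1, and 0 higher and 1 lower without H3.3-KD replicate 2 (2763 at an unadjusted p under 0.05). Without MFN1-KD replicate 2, 509 genes were lower at the adjusted p and 1800 were downregulated at the paper's threshold. Without MFN1-KD replicate 3, 64 genes were higher and 169 lower at the adjusted p, and 641 were upregulated and 724 downregulated at the paper's threshold. Of the libraries left out in turn, control replicate 3 lowered the adjusted calls in H3.3-KD most, to 1712 higher and 627 lower. In H3.3-KD the share of upregulated genes among those past the paper's threshold fell from 71.8% to 49.3% after upper-quartile scaling of the libraries, and to 48.9% once each library's trend over GC content and transcript length was removed, a correction chosen after seeing the data. The direction of change also followed the GC content of the transcripts, which was known for 12768 of the genes tested. Across these genes Spearman's rho between GC content and log2 fold change was 0.34 in H3.3-KD and -0.22 in MFN1-KD. With transcript length in place of GC content, rho was 0.18 in H3.3-KD and 0.28 in MFN1-KD. The median log2 fold change in H3.3-KD was -0.29 among the 1277 genes with the lowest GC content and 1.10 among the 1277 genes with the highest.

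**Figure D2:**
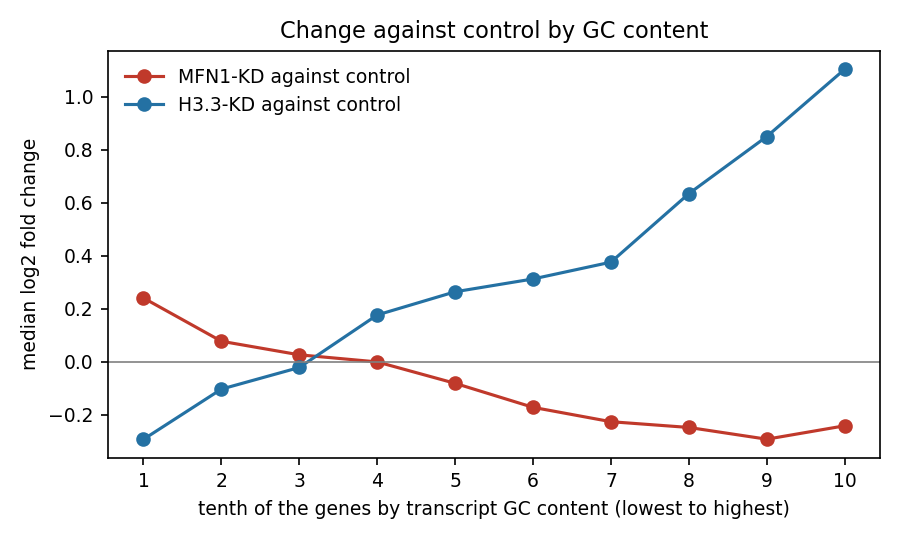
Median log2 fold change against control in 10 groups of genes ordered by GC content, for MFN1-KD (red) and H3.3-KD (blue). The median rises with GC content in H3.3-KD, to 1.10, and is 0.24 in the lowest and -0.24 in the highest group in MFN1-KD.

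No overlap between knockdown and control libraries was found for 28.2% of the genes tested in MFN1-KD and 53.4% in H3.3-KD, against the 10% that chance gives. The largest changes were taken among genes with an adjusted p under 0.05, a mean of at least 10 FPKM and no such overlap. In MFN1-KD the largest rises were in *Gm25397*, *Gm28960*, *Gm37335*, *Dazl* and *Ubqln2*, with log2 fold changes of 4.08, 3.44, 2.51, 2.40 and 2.34. The largest falls in MFN1-KD were in *Gm22398*, *Gm25960*, *Rpsa-ps10*, *Gm2423* and *Gm49383*, with log2 fold changes of -4.72, -4.06, -3.36, -3.30 and -3.28. The adjusted p of each of these 10 genes rose above 0.05, to between 0.134 and 0.183, when control replicate 2 or 3 was left out, and to between 0.054 and 0.0808 without H3.3-KD replicate 2. In H3.3-KD the largest rises were in *Ddit4*, *Prmt1*, *Hist2h2bb* and *Rpp25*, with log2 fold changes of 7.28, 6.81, 5.80 and 5.71, and in *Gm23419*, which is listed at 0 in every control library and at 60.7 ± 34.7 FPKM (SD) in H3.3-KD. *Prmt1* (ENSMUSG00000109324.2, chromosome 7 from 44975989 to 44986568 of GRCm38) had 4.42 ± 1.96 FPKM in control and 583 ± 58.0 FPKM in H3.3-KD. The largest falls in H3.3-KD were in *Gm11032*, *Gm23968*, *Gm22767* and *Gm24289*, with log2 fold changes of -6.94, -6.45, -6.33 and -5.76, and in *Gm24507*, which is listed at 0 in every H3.3-KD library and at 41.4 ± 23.2 FPKM in control. GENCODE lists *Gm25397*, *Gm22398*, *Gm25960*, *Gm23419* and *Gm23968* as miRNA, *Gm22767* and *Gm24289* as scaRNA, *Gm24507* as snoRNA, and *Rpsa-ps10* and *Gm2423* as processed pseudogenes. Transcripts of 84 to 165 nucleotides, the length of the first 8 of these and of *Gm11032* and *Gm28960*, are shorter than a typical fragment, and reads of a pseudogene can come from its parent gene, so these values are uncertain.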

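*Mfn1* (ENSMUSG00000027668.13, chromosome 3 from 32529465 to 32579239 of GRCm38) had 32.6 ± 16.4 FPKM (SD, 3 libraries) in control and 5.03 ± 4.23 FPKM in MFN1-KD, which is 15.4% of control. Its log2 fold change was -2.66 (standard error 0.58, adjusted p = 0.0431 from limma). Every MFN1-KD library was below every control library (two-sided exact permutation test, p = 0.10, the smallest p that 3 libraries against 3 allow). The adjusted p of *Mfn1* ranged from 0.0244 to 0.158 over the alternatives tried, and it was over 0.05 without control replicate 1, 2 or 3 (0.106, 0.14 and 0.152) without MFN1-KD replicate 2 or 3 (0.0537 and 0.0728) and without H3.3-KD replicate 1 or 2 (0.0656 and 0.0732). Among the 286 genes with a fall and an adjusted p under 0.05 in MFN1-KD, its fall ranked 28. *H3f3a* (ENSMUSG00000060743.12, chromosome 1 from 180800832 to 180813943) fell from 1932 ± 293 FPKM in control to 149 ± 28.3 FPKM in H3.3-KD, a log2 fold change of -3.69 (standard error 0.20, adjusted p = 7.2e-06). *H3f3b* (ENSMUSG00000016559.14, chromosome 11 from 116021912 to 116027962) fell from 2988 ± 154 FPKM to 246 ± 70.3 FPKM, a log2 fold change of -3.64 (standard error 0.21, adjusted p = 9.0e-06). These levels are 7.72% and 8.24% of control, and the falls ranked 37 and 39 among 1187 genes. Both H3.3 genes have processed copies elsewhere in the genome, and reads shared with those copies could not be separated here. In MFN1-KD *H3f3a* was at 1336 ± 42.9 FPKM and *H3f3b* at 2787 ± 80.2 FPKM. Their log2 fold changes against control of -0.52 and -0.10 had adjusted p-values of 0.153 and 0.821 from limma. For each of these genes every MFN1-KD library was nevertheless below every control library (two-sided exact permutation test, p = 0.10). In H3.3-KD *Mfn1* was at 76.6 ± 32.1 FPKM, a log2 fold change of 1.21 (adjusted p = 0.143). This adjusted p ranged from 0.00173 with library weights, chosen after seeing the data, to 0.329 over the alternatives, and it was also under 0.05 with the replicate number as a block (0.0323).

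**Figure D3:**
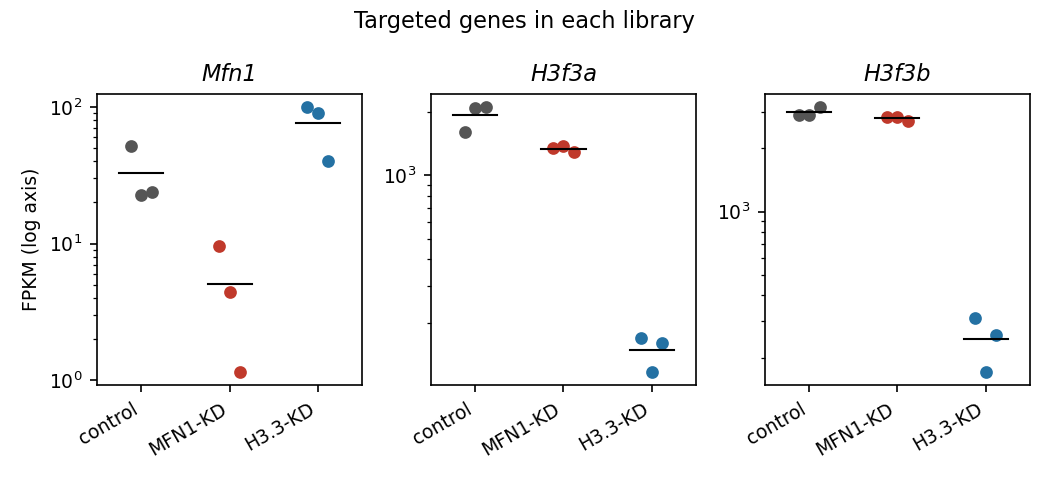
FPKM (log axis) of *Mfn1*, *H3f3a* and *H3f3b* in each library of the control, MFN1-KD and H3.3-KD groups. Points are libraries and lines are group means. *Mfn1* averages 5.03 FPKM in MFN1-KD, and *H3f3a* and *H3f3b* average 149 and 246 FPKM in H3.3-KD.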

As expected, *Mfn1* and *H3f3a*/*H3f3b* were among the most downregulated genes in the MFN1‐KD and H3.3‐KD groups, respectively (Figure S9d,f, Supporting Information), confirming the efficiency of gene knockdown at the 8‐cell stage.

**Figure 6:**
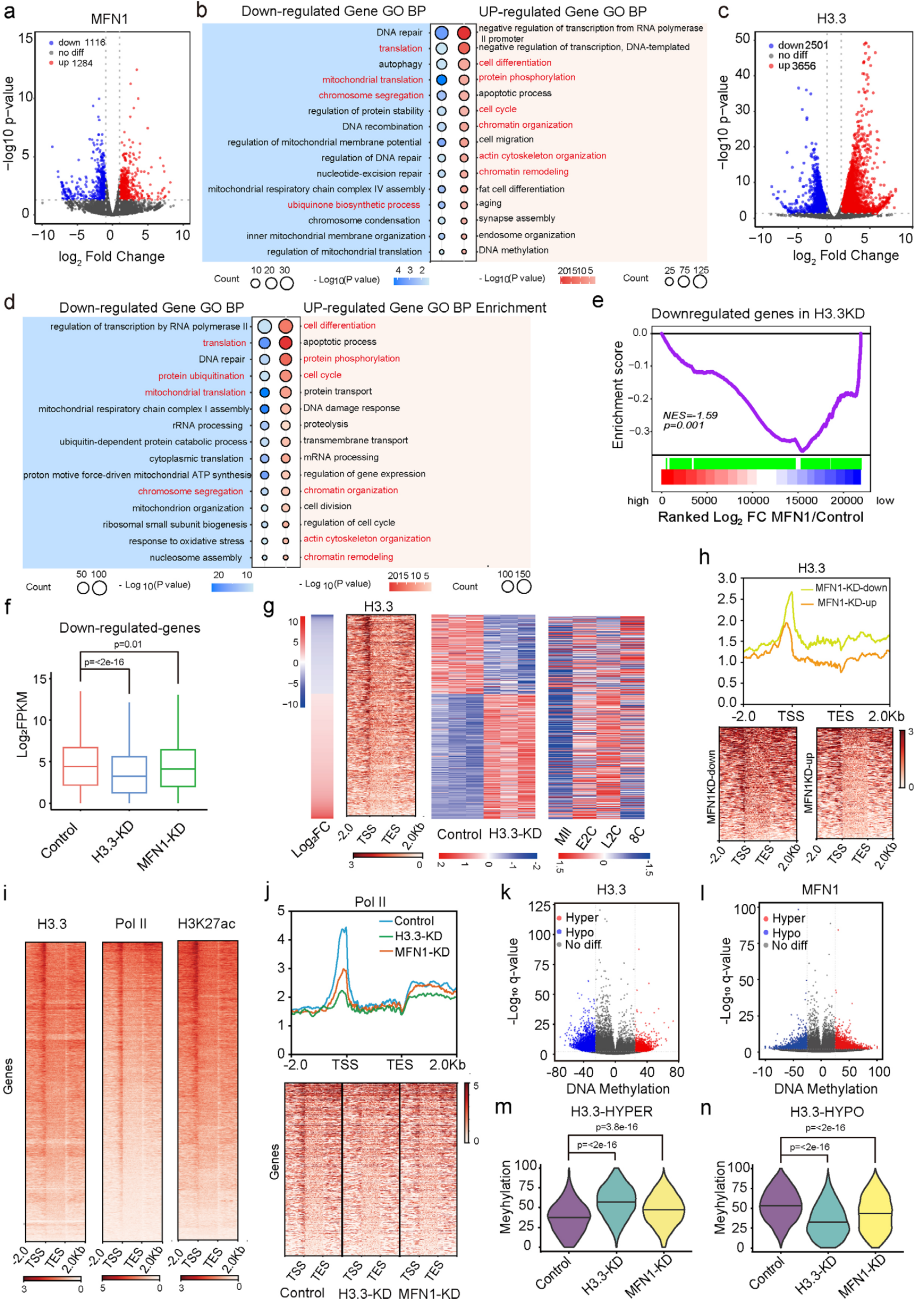
MFN1 facilitates the deposition of H3.3 at transcriptionally active genes. a) Volcano plot showing transcriptome changes in MFN1‐KD 8‐cell embryos. Red and blue dots indicate upregulated and downregulated genes upon *Mfn1* knockdown, respectively. b) GO analysis of upregulated and downregulated genes in MFN1‐KD 8‐cell embryos for biological process (BP) enrichment. The sizes of the circles represent the number of genes. Red indicated the same enriched pathways with H3.3‐KD 8‐cell embryos. c) Volcano plot showing transcriptome changes in H3.3‐KD 8‐cell embryos. Red and blue dots indicate upregulated and downregulated genes upon H3.3 knockdown, respectively. d) GO analysis of upregulated and downregulated genes in H3.3‐KD 8‐cell embryos for BP enrichment. The sizes of the circles represent the number of genes. Red indicated the same enriched pathways with MFN1‐KD 8‐cell embryos. e) GSEA analysis of enrichment of genes repressed by H3.3 deficiency at 8‐cell stage in DEGs of MFN1‐KD embryos. Red, downregulated genes. Blue, upregulated genes. NES: normalized enrichment scores, The Kolmogorov–Smirnov statistic was used for calculation of *P*‐value. f) Boxes plot of mRNA levels by RNA‐seq depicting downregulated genes in H3.3‐KD 8‐cell embryos were also significantly repressed in MFN1‐KD 8‐cell embryos. Mann–Whitney *U* test was used to calculate *P*‐values. g) Heatmap of dysregulated genes upon H3.3 knockdown at 8‐cell stage, ranked by Log_2_Foldchange values. H3.3 occupancy at corresponding genic loci in 8‐cell embryos, gene expression in control and H3.3‐KD 8‐cell embryos, and average gene expression levels during development from MII oocytes to early embryos by RNA‐seq (public dataset GSE165782) were also shown by heatmap. FC, fold change. h) Density plot of H3.3 occupancy at 2 kb downstream of TSS to 2 kb upstream of TES of downregulated/upregulated genes by *Mfn1* knockdown in 8‐cell embryos (upper panel), and corresponding heatmap (lower panel). i) Heatmap of H3.3, RNA polymerase II, and H3K27ac enrichment at 2 kb upstream/downstream of all genes from the TSS to the TES in 8‐cell embryos, ranked by H3.3 enrichment. j) Density plot of RNA polymerase II and H3K27ac enrichment at 2 kb upstream/downstream of all genes from the TSS to the TES in control, H3.3‐KD and MFN1‐KD 8‐cell embryos (upper panel), and corresponding heatmap (lower panel). k) Scatter plot showing hyper‐DMRs and hypo‐DMRs in MFN1‐KD 8‐cell embryos, indicated by red and blue dots, respectively. l) Scatter plot showing hyper‐DMRs and hypo‐DMRs in H3.3‐KD 8‐cell embryos, indicated by red and blue dots, respectively. m) Violin plot showing significant increase of DNA methylation at hyper‐DMRs by H3.3 knockdown in both H3.3‐KD and MFN1‐KD 8‐cell embryos. Mann–Whitney *U* test was used to calculate *p*‐values. n) Violin plot showing significant decrease of DNA methylation at hypo‐DMRs by H3.3 knockdown in both H3.3‐KD and MFN1‐KD 8‐cell embryos. Mann–Whitney *U* test was used to calculate *P*‐values.

To further investigate the functions of differentially expressed genes (DEGs), we performed GO analysis. This analysis revealed that the upregulated genes following MFN1 depletion were enriched in pathways related to the negative regulation of transcription from the RNA polymerase II promoter, transcription regulation, chromatin organization, cell differentiation, protein phosphorylation, chromatin remodeling, the cell cycle, and aging. In contrast, downregulated genes were primarily involved in mitochondrial translation, chromosome segregation, assembly of mitochondrial respiratory chain complex IV, DNA recombination, regulation of protein stability, and translation (Figure 6b). 

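GO tables were not used here. Instead, 28 lists of gene symbols, written by hand before the data were examined, stand for terms of this kind without being the same. Each list was tested in both knockdowns with camera (preset correlation 0.01 between genes) and with fry, and p-values were adjusted over the 56 tests. In MFN1-KD camera gave 4 lists higher and 2 lower than the other genes, and none of these 6 calls held under fry. The list of 63 histone modifying enzymes had a median 0.21 above that of all genes (log2 scale, camera adjusted p = 0.0216, fry adjusted p = 0.562). This call was lost without control replicate 2 or 3, where the median was 0.17 and 0.11. Without control replicate 1 it was 0.33. The median fell to 0.01 once each library's trend over GC content and transcript length was removed, a correction chosen after seeing the data. *Ezh2* had the smallest p in this list, with a log2 fold change of 1.44 (standard error 0.30, adjusted p = 0.0382 from limma), and *Hdac1* moved furthest the other way, with -1.04 (standard error 0.22, adjusted p = 0.0404). Over the alternatives tried the adjusted p ranged from 0.00971 to 0.161 for *Ezh2* and from 0.00724 to 0.18 for *Hdac1*, and both rose above 0.05 without control replicate 1, 2 or 3 or H3.3-KD replicate 1 or 2. For 43 chromatin remodelling ATPases and partners the median was 0.26 above that of all genes (camera adjusted p = 0.186). It passed camera's threshold without control replicate 1, at 0.36, and was 0.13 without control replicate 3 or MFN1-KD replicate 3. The direction of this list changed once the GC and length trend was removed, to -0.08. *Bptf* had its smallest p, with a log2 fold change of 1.34 (adjusted p = 0.0431, and 0.0101 to 0.178 over the alternatives), which was above 0.05 when any control or MFN1-KD library or H3.3-KD replicate 1 or 2 was left out.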

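Mitochondrial ribosomal proteins were lower in MFN1-KD. The median of these 78 genes was -0.48 relative to all genes on the log2 scale (camera adjusted p = 4.2e-07, fry adjusted p = 0.0977), and 64 of them lay below the median of all genes. Adjusted over the list alone, 20 of the genes had an adjusted p under 0.05, and 5 had one over all genes tested. Per library, the median of the list relative to all genes was 3.69 ± 0.21 (SD) in control and 3.17 ± 0.26 in MFN1-KD, without overlap (exact permutation test, p = 0.10). *Mrpl10* fell by 1.89 on the log2 scale (standard error 0.29, adjusted p = 0.0283), and *Mrpl1* moved furthest the other way, by 0.44 (adjusted p = 0.468). Proteasome subunits, 35 genes, had a median of -0.42 relative to all genes (camera adjusted p = 1.0e-05, fry adjusted p = 0.0771), and 14 of them had an adjusted p under 0.05 when adjusted over the list alone, against 3 over all genes tested. For 36 subunits and assembly factors of complex IV the median was -0.26 (camera adjusted p = 0.267), with *Coa4* at a log2 fold change of -2.15 (standard error 0.34, adjusted p = 0.0296). The medians of 70 chromosome segregation genes and of 66 translation initiation and elongation factors were -0.18 and -0.11, with camera adjusted p-values of 0.604 and 0.46. The chromosome segregation median was 0.00, on the other side of 0, without MFN1-KD replicate 3, -0.03 without MFN1-KD replicate 1 and -0.08 without control replicate 3. The median of the translation factors was -0.00 without MFN1-KD replicate 1 and -0.06 without MFN1-KD replicate 2. The smallest p among the chromosome segregation genes was that of *Dsn1*, with a log2 fold change of -1.18 (adjusted p = 0.0419), and among the translation factors that of *Eif5a*, with -2.31 (standard error 0.39, adjusted p = 0.0333). Over the alternatives tried the adjusted p ranged from 0.00603 to 0.135 for *Mrpl10*, from 0.00352 to 0.135 for *Coa4*, from 0.0108 to 0.161 for *Dsn1* and from 0.00306 to 0.14 for *Eif5a*, and each rose above 0.05 without control replicate 1, 2 or 3 or H3.3-KD replicate 2.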

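In H3.3-KD camera gave 6 lists lower and 5 higher than the other genes, and 6 of these 11 calls held under fry, those of complex I, the mitochondrially encoded genes, the Wnt pathway, p53 targets, the integrated stress response and the trophectoderm and morula genes. Fry tests a list against no change, and gave 12 lists higher and 2 lower in H3.3-KD, where the median of all genes was itself 0.26. The median of the histone modifying enzymes was 0.20 above that of all genes (camera adjusted p = 0.0614, fry adjusted p = 0.0239). Without control replicate 1 it was 0.37 and passed camera's threshold, which it also passed without MFN1-KD replicate 3 (0.20), with no filter on low values (0.40), with only the 6 libraries compared (0.20) and with library weights, chosen after seeing the data (0.39), and without control replicate 2 it was 0.12. Once the GC and length trend was removed it was 0.04 and did not pass. Among them 23 genes were upregulated and 4 downregulated at the paper's threshold. Adjusted over the list alone, 28 of the 63 genes had an adjusted p under 0.05, and 27 had one over all genes tested. For chromatin remodelling ATPases and partners the median was 0.08 above that of all genes (camera adjusted p = 0.148, fry adjusted p = 0.0664), and it changed direction, to -0.01, after upper-quartile scaling and, to -0.02, once the GC and length trend was removed. With no filter on low values it was 0.28 and passed camera's threshold. Without control replicate 1 it was 0.12 and passed camera's threshold, and the other libraries left out in turn moved it to between 0.03 and 0.17. At the paper's threshold 14 of these 43 genes were upregulated.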

GO analysis of H3.3 target genes revealed upregulation in biological processes such as cell differentiation, protein phosphorylation, cell cycle progression, protein transport, proteolysis, chromatin remodeling, gene expression regulation, and chromatin organization. Conversely, downregulated genes were enriched in pathways related to RNA polymerase II‐mediated transcription regulation, translation, protein ubiquitination, mitochondrial translation, mitochondrial respiratory chain complex I assembly, cytoplasmic translation, chromosome segregation, and ribosomal small subunit biogenesis (Figure 6d). 

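The median of 92 cytoplasmic ribosomal proteins in H3.3-KD was -0.63 relative to all genes (camera adjusted p = 1.6e-08, fry adjusted p = 0.111). Of these genes 77 lay below the median of all genes. *Rps26* fell by 1.57 on the log2 scale (standard error 0.17, adjusted p = 2.0e-04 from limma), whereas *Rps2* rose by 2.33 (standard error 0.29, adjusted p = 4.3e-04). Ribosomal protein genes have many processed pseudogenes that can share their reads. Mitochondrial ribosomal proteins had a median of -0.998 relative to all genes (camera adjusted p = 2.7e-08, fry adjusted p = 0.0959), with *Mrps18c* at a log2 fold change of -2.54 (standard error 0.29, adjusted p = 2.8e-04). The 45 subunits and assembly factors of complex I had a median of -1.28 (camera adjusted p = 9.0e-14, fry adjusted p = 0.0238), and 43 of them lay below the median of all genes. For translation initiation and elongation factors the median was -0.05 (camera adjusted p = 0.671), and fry, which tests the list against no change, placed them higher (adjusted p = 0.0239). Without a filter on low values this list was 0.18 above all genes. Its median was -0.01 without control replicate 1 or 2, -0.00 without H3.3-KD replicate 3 and -0.10 without H3.3-KD replicate 1. The 37 E2 ubiquitin-conjugating enzymes and cullins had a median of 0.01 (camera adjusted p = 0.671), and fry placed them higher (adjusted p = 0.0198). Their median changed direction under both scalings, to -0.06 and -0.07, and without control replicate 2, to -0.04. It was 0.13 without H3.3-KD replicate 2, 0.16 with no filter on low values and 0.19 with a mean of at least 10 FPKM. *Ube2s* rose by 5.54 (standard error 0.48, adjusted p = 7.6e-05), and *Ube2l3* fell by 1.58 (standard error 0.19, adjusted p = 3.3e-04). Chromosome segregation genes had a median of -0.31 (camera adjusted p = 0.103), a value that passed 0.05 under both scalings and without a filter on low values. Their median not relative to all genes was -0.05. Of these genes 45 lay below and 25 above the median of all genes, but at the paper's threshold 11 were upregulated and 8 downregulated. *Aurka*, with the smallest p, rose by 2.15 (adjusted p = 4.4e-04 from limma), and *Plk1* rose by 2.32 (adjusted p = 0.00443).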

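The difference between the knockdowns was tested for each list as MFN1-KD minus H3.3-KD, relative to all genes, with p-values adjusted over the 28 lists. For complex I the difference was 1.26 (camera adjusted p = 3.6e-09, fry adjusted p = 0.0341), so the fall in H3.3-KD was larger than the change in MFN1-KD, which had a median of -0.09. For complex IV the difference was 0.61 (camera adjusted p = 0.0136, fry adjusted p = 0.275). The differences for chromosome segregation genes and for chromatin remodelling ATPases and partners were 0.29 and 0.07, with camera adjusted p-values of 0.441 and 0.724, and no difference was detectable for these lists. Between the knockdowns themselves, 1228 genes were higher and 3357 lower in MFN1-KD than in H3.3-KD with an adjusted p under 0.05 and more than 2-fold.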

Interestingly, the analysis of sequencing results from MFN1‐depleted embryos showed similar changes in GO pathways compared to H3.3 knockdown, including cell differentiation, chromatin remodeling, chromatin organization, mitochondrial respiratory chain complex assembly, and chromosome segregation (Figure 4b,d). These findings suggest that MFN1 plays a crucial role in the proper expression of H3.3‐dependent genes.

After depletion of MFN1, downregulated genes were enriched in cellular components (CCs) and molecular functions (MFs) primarily associated with organelles, GTPase binding, catalytic activity, and lyase activity (Figure S10a, Supporting Information). These findings suggest dysfunction of organelles and a deficiency in protein degradation. Upregulated genes were enriched in CC and MF linked to the cytosol, nucleoplasm, cytoplasm, nucleus, and transcription‐related activities, such as transcription coactivators, regulatory factors, DNA binding, and RNA polymerase II‐dependent DNA binding (Figure S10b, Supporting Information). This pattern indicates impaired gene expression and transcription. Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of MFN1 target genes revealed that downregulated genes were involved in protein processing in the endoplasmic reticulum, and the biosynthesis of cofactors and amino acids. In contrast, upregulated genes were associated with pathways related to MAPK signaling, Foxo signaling, Hippo signaling, and Wnt signaling (Figure S10c,d, Supporting Information), suggesting compromised protein biosynthesis, cell cycle regulation, cell proliferation, and embryonic development.

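KEGG tables were not used here, and the hand-written lists stand for these pathways. In MFN1-KD the median of 33 MAP kinase cascade kinases was 0.38 above that of all genes (camera adjusted p = 0.0825, fry adjusted p = 0.397). Per library it was higher in every MFN1-KD library than in every control library (exact permutation test, p = 0.10). The list passed camera's threshold without control replicate 1, at 0.50, without MFN1-KD replicate 3, at 0.28, and with library weights, chosen after seeing the data, at 0.29, and was 0.25 without control replicate 3. The 27 FoxO pathway genes lay 0.48 above all genes (camera adjusted p = 0.0092, fry adjusted p = 0.156), the 26 Hippo pathway genes 0.44 (camera adjusted p = 0.0118, fry adjusted p = 0.162) and the 31 Wnt pathway genes 0.29 (camera adjusted p = 0.0398, fry adjusted p = 0.384). Once the GC and length trend was removed, these 3 medians were 0.20, 0.24 and 0.21, that of the MAP kinase cascade kinases was 0.09, and none of the 4 lists passed camera's threshold. With no filter on low values the MAP kinase median was 0.04. In the same setting the Wnt, Hippo and FoxO medians were 0.01, 0.26 and 0.27, and these 3 lists still passed camera's threshold. The Hippo and Wnt calls were also lost with a mean of at least 10 FPKM (0.34 for each). The Hippo call was also lost without control replicate 3, where its median was 0.35, and the Wnt call without control replicate 2 or 3 (0.22 and 0.26) or MFN1-KD replicate 1 or 2 (0.27 and 0.28). *Pik3cb*, of the FoxO list, had a log2 fold change of 1.59 (standard error 0.26, adjusted p = 0.0306 from limma, and 0.137 and 0.135 without control replicate 2 and 3). Its adjusted p ranged from 0.0047 to 0.137 over the alternatives, and was 0.0529 and 0.0626 without H3.3-KD replicate 1 and 2. *Ctnnb1*, of the Wnt list, had a log2 fold change of 1.21 (standard error 0.30, adjusted p = 0.0587). Its adjusted p ranged from 0.0243 to 0.222 over the alternatives. It was under 0.05 with a mean of at least 10 FPKM (0.0345) and with library weights (0.0243).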

Upon depletion of H3.3, downregulated genes showed enrichment in CC and MF linked to organelles, protein binding, and transferase activity (Figure S11a, Supporting Information), further implying organelle dysfunction and a deficiency in protein degradation. Upregulated genes were enriched in CC and MF related to organelles, nucleoplasm, cytosol, nucleus, and transcription‐related functions, such as DNA binding, nucleotide binding, RNA polymerase II, and DNA binding transcription factor activity (Figure S11b, Supporting Information). These results suggest defects in organelle function, gene expression, and transcription.

KEGG analysis of H3.3 target genes identified downregulated terms related to the ribosome, oxidative phosphorylation, ubiquitin‐mediated proteolysis, and motor proteins. 

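All 13 mitochondrially encoded genes were below the median of all genes in H3.3-KD. Their median was -2.14 relative to all genes (camera adjusted p = 9.0e-14, fry adjusted p = 7.0e-05). *mt-Nd1* had the smallest p, with a log2 fold change of -2.83 (standard error 0.13, adjusted p = 5.9e-06 from limma). All entries whose symbol begins with mt-, not only these 13 genes, took 5.56% ± 0.88 (SD) of the FPKM total in H3.3-KD and 13.4% ± 1.10 in control. Complex IV subunits and assembly factors had a median of -1.02 relative to all genes (camera adjusted p = 1.4e-04, fry adjusted p = 0.0664), and *Ndufa4* had the smallest p of this list and of the complex I list, with a log2 fold change of -1.93 (standard error 0.23, adjusted p = 3.0e-04). Proteasome subunits had a median of -0.71 (camera adjusted p = 2.6e-04, fry adjusted p = 0.227). For 33 kinesins and dyneins the median was -0.14 (camera adjusted p = 0.902), and the direction changed without a filter on low values, to 0.11. Without H3.3-KD replicate 3 the median was -0.25. *Kif18b*, in this list, rose by 3.27 (standard error 0.33, adjusted p = 1.6e-04).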

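In H3.3-KD the median of the Wnt pathway genes was 0.57 above that of all genes (camera adjusted p = 0.023, fry adjusted p = 0.0173). Without control replicate 3 it was 0.51 and no longer passed camera's threshold, and once the GC and length trend was removed it was 0.31 and did not pass either. With a mean of at least 10 FPKM it was 1.12 and did not pass, and with no filter on low values it was 0.15 and passed. *Csnk1e* rose by 2.93 on the log2 scale (standard error 0.23, adjusted p = 4.4e-05 from limma), and *Ctnnb1*, the gene of the list that moved furthest the other way, had a log2 fold change of -0.77 (adjusted p = 0.0773, 0.0476 without MFN1-KD replicate 3, and 0.00719 to 0.245 over the alternatives). The MAP kinase cascade kinases had a median 0.38 above that of all genes (camera adjusted p = 0.059, fry adjusted p = 0.0227). They passed camera's threshold without control replicate 1, at 0.39, without MFN1-KD replicate 3, at 0.38, and with library weights, at 0.36. They also passed with no filter on low values (0.40), with a mean of at least 10 FPKM (0.93) and with only the 6 libraries compared (0.38). Once the GC and length trend was removed their median was 0.36 and did not pass. *Map2k2* had a log2 fold change of 1.97 (standard error 0.24, adjusted p = 3.7e-04), and of 0.61 once this trend was removed (adjusted p = 0.0444). At the paper's threshold 11 genes of each list were upregulated.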

Upregulated terms were linked to various diseases, as well as MAPK signaling and Wnt signaling (Figure S11c,d, Supporting Information), indicating defects in protein synthesis and degradation, mitochondrial function, and embryonic polarity. Additionally, we observed that genes involved in cell fate determination, such as *Otx2*, were decreased in both MFN1‐ and H3.3‐depleted 8‐cell embryos.

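*Otx2* (ENSMUSG00000021848.16, chromosome 14 from 48657677 to 48673819 of GRCm38) had 0.89 ± 0.41 FPKM (SD, 3 libraries) in control, 0.147 ± 0.163 FPKM in MFN1-KD and 0.183 ± 0.163 FPKM in H3.3-KD. Its mean over the libraries is under 1 FPKM, so it was not among the genes tested with limma. Every library of either knockdown was below every control library (two-sided exact permutation test, p = 0.10 in each comparison, the smallest possible p for this design). At levels this close to 0 and with the depth unknown, the size of the fall is uncertain.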

GSEA analysis of the enrichment of downregulated genes following H3.3 knockdown revealed a significant overlap between H3.3‐activated genes in 8‐cell embryos and MFN1‐activated genes in the same developmental stage (Figure 6e). Furthermore, a box plot demonstrated that genes downregulated by H3.3 knockdown were also downregulated in the MFN1‐KD group (Figure 6f). Similarly, genes upregulated by H3.3 knockdown exhibited upregulation in the MFN1‐KD group (Figure S11e, Supporting Information).

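The 1222 genes downregulated in H3.3-KD at the paper's threshold were placed in the ranking of all 13011 genes by their log2 fold change in MFN1-KD. The normalized enrichment score was -2.10, and the p from 10000 permutations of the genes was 1.0e-04, the smallest they can give. Permuting genes treats them as independent. On the same list camera, which allows for correlation between genes, gave p = 0.00219, and fry, which tests the list against no change, gave p = 0.0506. The p from fry was 0.00885 without control replicate 1 and 0.0237 without MFN1-KD replicate 2, and ranged over the other libraries left out in turn up to 0.183 without control replicate 3. With library weights, chosen after seeing the data, it was 0.0181. In MFN1-KD 217 genes of the list were downregulated at the paper's threshold and 42 upregulated. The ranking and the list share their control libraries. The simulated experiments in which only H3.3-KD changed genes were drawn as above and can overstate shared variation. Of 100 such experiments, 27 had an enrichment score before normalization as low as the -0.46 of the data. A normalized score could be computed in 71 of them, with a median of -1.58, and 19 of these were as low as -2.10. With the 3 controls divided so that the 2 comparisons shared none, the score ranged from -2.04 to -1.07 over the 6 ways to do so, and it did not pass 0.05 in the way that set MFN1-KD against control replicate 1.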

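Over the genes downregulated in H3.3-KD, the median of log2(FPKM + 1) in each library averaged 5.05 ± 0.17 (SD) in control and 4.75 ± 0.16 in MFN1-KD. The difference between MFN1-KD and control had p = 0.20 in a two-sided exact permutation test over the libraries. Relative to the median of all genes in each library, the list stood at 2.19 ± 0.29 in control and 1.94 ± 0.09 in MFN1-KD (exact permutation test, p = 0.40). By gene, the median log2 fold change of the list in MFN1-KD was -0.21 relative to all genes, and 66.0% of the list lay below 0 against 55.0% of all genes. The median was -0.38 without control replicate 1, -0.05 without control replicate 3 and -0.13 without H3.3-KD replicate 3. It was -0.04 with a mean of at least 10 FPKM and -0.04 with a pseudocount of 0.1, and over the 6 divisions of the controls it ranged from -0.32 to 0.07, so its direction changed. The list was chosen on the H3.3-KD and control libraries, so values of the list in H3.3-KD would not be independent evidence of a fall and are left out.

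**Figure D4:**
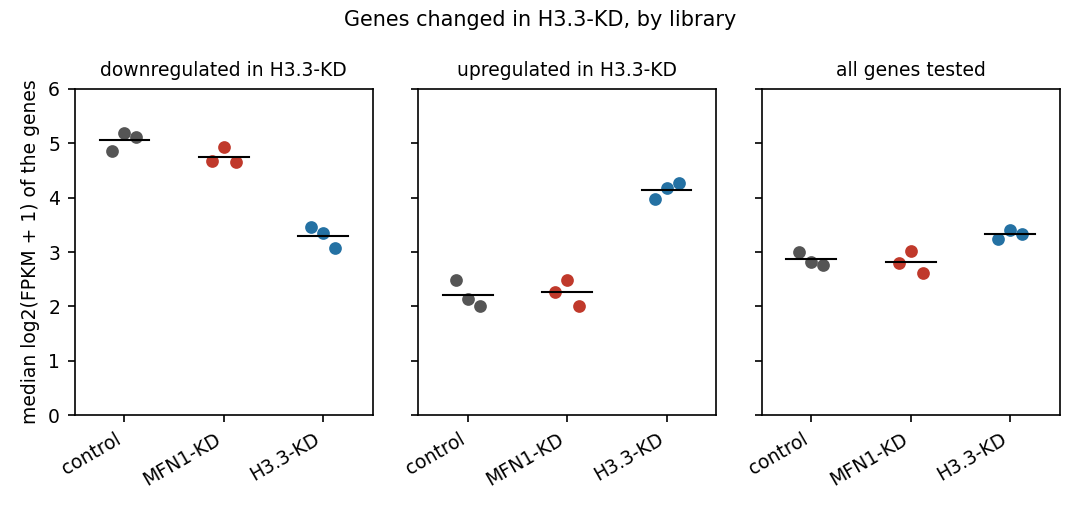
Median log2(FPKM + 1) in each library over the genes downregulated in H3.3-KD, the genes upregulated in H3.3-KD and all genes tested. Points are libraries and lines are group means. The downregulated genes stand at 4.66 to 4.94 in MFN1-KD and at 4.86 to 5.18 in control.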

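The 3112 genes upregulated in H3.3-KD had a median log2 fold change of 0.00 in MFN1-KD, which is 0.08 above the median of all genes. The enrichment score was 0.18 (p = 1.0e-04 from permutations of genes, the smallest they can give), camera gave p = 0.0875, and fry gave p = 0.981. In MFN1-KD 170 genes of this list were upregulated at the paper's threshold and 175 downregulated. Per library, the median of the list averaged 2.21 ± 0.24 (SD) in control and 2.26 ± 0.24 in MFN1-KD (exact permutation test, p = 0.80). In 1 of the 6 divisions of the controls the list was lower than all genes, at -0.06. Without control replicate 1 the median was 0.18 above that of all genes and passed camera's threshold, and without control replicate 3 it was 0.05. It also passed with a pseudocount of 0.1, at 0.19, with library weights, at 0.13, and once the GC and length trend was removed, at 0.21. Over the alternatives the p from camera ranged from 2.7e-04, with that correction, to 0.863. This range is not that of one fixed list, since the list was drawn again in each division of the controls. The 0.863 belongs to the division that compared MFN1-KD with control 1 and 2, with a list of 2886 genes.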

These transcriptome findings indicate that MFN1 deficiency disrupts the expression of embryonic genes at the 8‐cell stage, likely through H3.3‐mediated transcriptional regulation.

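At the paper's threshold 217 genes were downregulated and 170 upregulated in both knockdowns. If the calls were independent, 111 and 156 genes would be shared. Another 175 genes were downregulated in MFN1-KD and upregulated in H3.3-KD, and 42 moved in opposite directions the other way, against 282 and 61 for independent calls. Across all genes Spearman's rho between the log2 fold changes was 0.16. Because both knockdowns were compared with the same 3 control libraries, chance differences in the controls raise this rho. In 100 simulated experiments in which neither knockdown changed a gene, the median rho was 0.31 and 74 had a rho as high. In 100 simulations in which only H3.3-KD changed genes, the median rho was 0.08 and 33 had a rho as high. A median of the downregulated genes as low as -0.21 was seen in 14. As many genes were downregulated in both in 4, upregulated in both in 5 and moving in opposite directions in 5. Opposite changes were thus about as rarely matched as shared ones, so these counts alone do not show a shared direction. All these simulations can overstate shared variation. Without control replicate 1 rho was 0.26 and 284 genes were upregulated in both. Without control replicate 3, 126 genes were downregulated and 107 upregulated in both. The genes moving in opposite directions rose from 217 to 353 without MFN1-KD replicate 2. With no shared control library rho ranged from -0.02 to 0.16. From the GO terms, the GSEA result and the box plots of H3.3-dependent genes (Fig. 6b,d–f), the paper concludes that the loss of MFN1 alters embryonic gene expression at the 8-cell stage, and it proposes that this acts through regulation of transcription by H3.3.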

### 2.6 MFN1 Facilitates H3.3 Deposition at Actively Transcribed Genic Loci in 8‐Cell Mouse Embryos

To examine the impact of MFN1 deficiency on epigenetic modifications, we performed ChIP‐seq experiments on MFN1‐KD and H3.3‐KD 8‐cell embryos. By integrating RNA‐seq data from H3.3‐KD embryos with ChIP‐seq data for H3.3 occupancy at the 8‐cell stage, we observed that the promoter regions of genes downregulated in H3.3‐KD embryos displayed significantly higher enrichment of H3.3 compared to upregulated genes (Figure 6g). This finding suggests that H3.3 is closely associated with transcriptional activation at the 8‐cell stage. RNA‐seq analysis of gene expression during normal development, from MII oocytes to 8‐cell embryos, further supported this conclusion. Genes downregulated by H3.3 knockdown were normally upregulated between the late 2‐cell stage and the 8‐cell stage (Figure 6g), confirming that H3.3 deficiency impairs transcriptional activation during this critical period. Conversely, genes upregulated by H3.3 knockdown were typically downregulated from the late 2‐cell stage to the 8‐cell stage (Figure 6g). This reduced expression during normal development is likely driven by newly synthesized genes at the 8‐cell stage, which promote transcript degradation and developmental progression.

Density plots showed a reduction in H3.3 occupancy at genic loci of H3.3‐KD DEGs in MFN1‐depleted embryos (Figure S11f, Supporting Information). Similarly, we observed decreased H3.3 occupancy at the loci of H3.3‐activated genes in MFN1‐depleted embryos (Figure S11g, Supporting Information). Notably, after MFN1 depletion, downregulated genes exhibited higher H3.3 binding than upregulated genes (Figure 6h). These findings highlight the crucial role of H3.3 in MFN1‐mediated gene activation. Our results demonstrate that MFN1 promotes H3.3 occupancy at chromatin in 8‐cell embryos, enabling transcriptional activation of target genes.

Next, we found that genic regions with higher H3.3 occupancy also displayed increased RNA polymerase II and H3K27ac enrichment in 8‐cell embryos (Figure 6i). This observation supports the notion that H3.3 binds to actively transcribed genes to facilitate transcriptional activation at this stage. To further investigate how MFN1 and H3.3 affect transcriptional activity in early embryos, we analyzed the distribution of RNA polymerase II and H3K27ac in MFN1‐KD and H3.3‐KD 8‐cell embryos. Consistent with our earlier findings, RNA polymerase II and H3K27ac occupancy at genic regions decreased upon MFN1 or H3.3 depletion (Figure 6j; Figure S11h, Supporting Information), suggesting impaired enrichment of these factors at gene promoters required for transcriptional activation in 8‐cell embryos.

We then examined whether DNA methylation patterns were altered in MFN1‐ and H3.3‐depleted 8‐cell embryos. Whole‐genome bisulfite sequencing (WGBS) analysis revealed 12 259 hypomethylated differentially methylated regions (hypo‐DMRs) and 3142 hypermethylated DMRs (hyper‐DMRs) in H3.3‐KD embryos. In MFN1‐KD embryos, 7071 hypo‐DMRs and 9584 hyper‐DMRs were identified (Figure 6k,l). Notably, the DNA methylation levels of hyper‐DMRs and hypo‐DMRs in H3.3‐KD embryos were similarly elevated or reduced, respectively, in the MFN1‐KD group (Figure 6m,n). These results indicate that MFN1 deficiency induces corresponding changes in DNA methylation patterns similar to those observed in H3.3‐deficient embryos at the 8‐cell stage.

Above results demonstrate that MFN1 promotes the incorporation of H3.3 into embryonic chromatin, coordinating epigenetic modifications and transcriptional activity in 8‐cell embryos.

Interestingly, if the reduction of H3.3 caused by MFN1 depletion leads to fertilization failure and early embryonic developmental defects, then introducing exogenous H3.3 into MFN1‐depleted oocytes may reverse some of phenotypic abnormalities. To test this hypothesis, we coinjected H3.3 cRNA and siRNA targeting *Mfn1* into oocytes or zygotes, and then assessed 2PN formation and blastocyst rates in the resulting embryos (H3.3‐rescue group). Indeed, we observed significant improvement in 2PN zygote formation (Figure S12a,b, Supporting Information) and blastocyst formation (Figure S12c–e, Supporting Information) following coinjection of H3.3 cRNA, indicating that exogenous H3.3 partially rescued the developmental defects induced by MFN1 depletion.

### 2.7 MFN1 Activator Elevates H3.3 Protein Levels and Improves Early Development of Maternally Aged Mouse Embryos

S89 is a small molecule known to repair mitochondrial dysfunction by specifically activating MFN1 to promote mitochondrial fusion.^[^ ^28^ ^]^ To investigate the effects of S89 on early development in MFN1‐KD embryos, we first assessed the optimal concentration for S89 supplementation in embryo culture medium, based on its effective working concentration reported in the previous study.^[^ ^28^ ^]^ As shown in **Figure** **7**a and S12f (Supporting Information), no significant differences in early embryo development were observed when concentration of 0, 1, or 2 µm was used. However, at 5 µm, S89 did not alter the proportion of morula but significantly impaired blastocyst formation. At the concentration of 10 µm, S89 markedly reduced the proportion of morula (Figure 7a; Figure S12f, Supporting Information). Next, we investigated whether S89 could rescue early embryonic development in MFN1‐KD embryos (Figure 7b; Figure S12g, Supporting Information). Supplementation with 2 µm S89 significantly improved the blastocyst formation rate in the MFN1‐KD group (Figure 7b; Figures S12g and S13a, Supporting Information). Analysis of mitochondrial distribution and MMP in 8‐cell embryos revealed that S89 supplementation enhanced mitochondrial activity in MFN1‐KD embryos (Figure S13b,c, Supporting Information). To further evaluate the effects of S89, we stained 8‐cell embryos from control, MFN1‐KD, and MFN1‐KD with S89 supplementation groups for H3.3 and PADI6. Fluorescence imaging and signal quantification demonstrated that S89 supplementation increased H3.3 and PADI6 levels in MFN1‐KD embryos (Figure S13d,e, Supporting Information). These findings indicate that S89 partially restored mitochondrial function and histone H3.3 expression disrupted by MFN1 depletion, thereby promoting early embryonic development.

**Figure 7:**
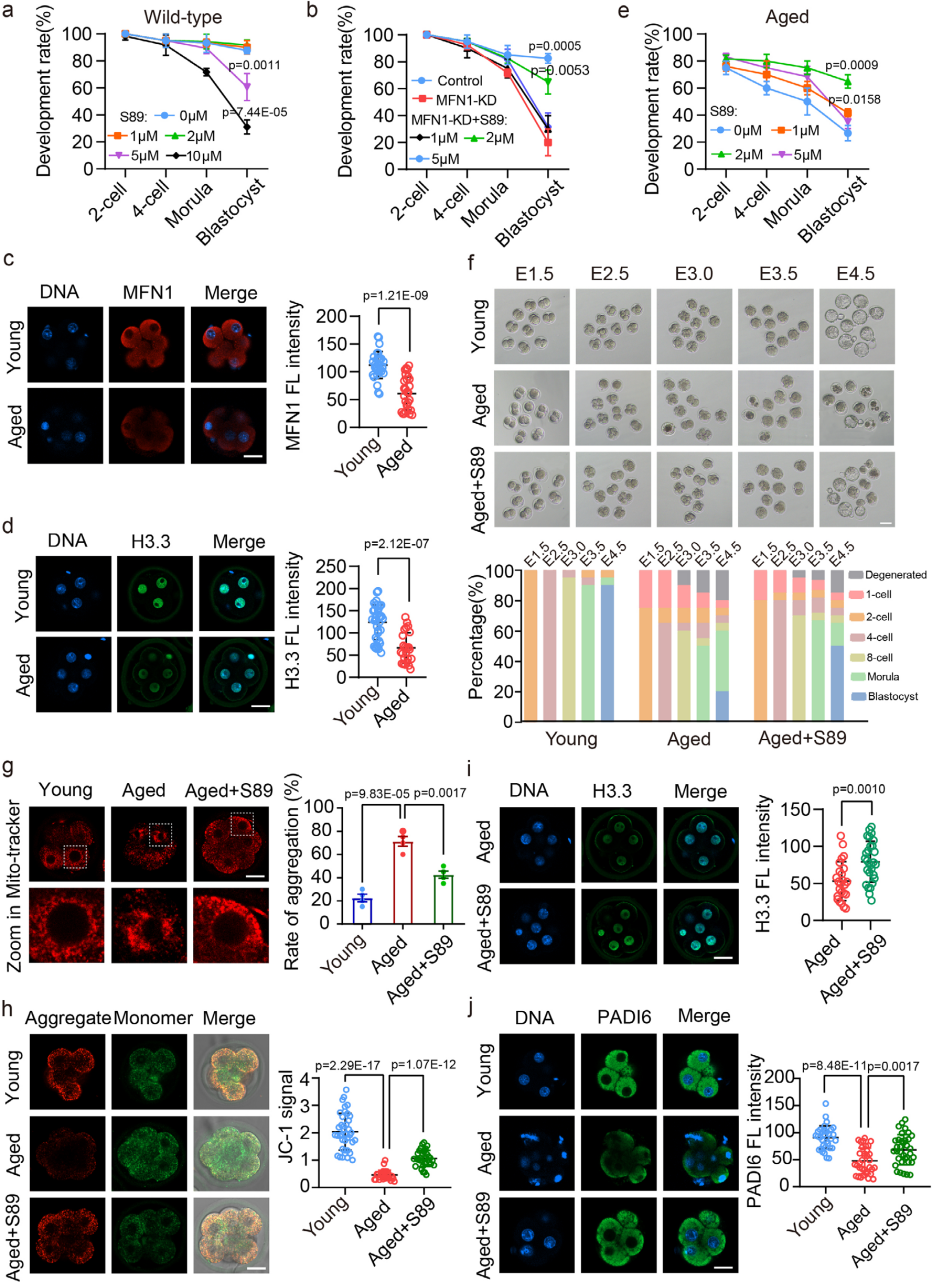
S89 promotes early development of MFN1‐KD embryos and maternally aged embryos. a) The line chart showing the percentages of embryos that reached the 2‐cell, 4‐cell, morula, and blastocyst stages at E1.5, E2.5, E3.5, and E4.5 under different concentrations of S89 (0, 1, 2, 5, and 10 µm) in wild‐type mice. 0 µm, *n* = 80. 1 µm, *n* = 80. 2 µm, *n* = 90. 5 µm, *n* = 90, and 10 µm, *n* = 85. b) The line chart showing the percentage of embryos that reached the 2‐cell, 4‐cell, morula, and blastocyst stages at the indicated time points in the control group, MFN1‐KD group, and S89‐rescue group with different concentrations (0, 1, 2, and 5 µm). Control, *n* = 90. MFN1‐KD, *n* = 88. 0 µm, *n* = 93. 1 µm, *n* = 86. 2 µm, *n* = 95. 5 µm, *n* = 87. c) Immunostaining (left panel) and fluorescence intensities (right panel) of MFN1 in 8‐cell embryos derived from young (*n* = 36) and aged female mice (*n* = 24). Scale bar: 25 µm. d) Immunostaining (left panel) and fluorescence intensities (right panel) of H3.3 in 8‐cell embryos from young (*n* = 30) and aged female mice (*n* = 28). Scale bar: 25 µm. e) Quantifications of embryos reaching the 2‐cell, 4‐cell, morula, and blastocyst stages at E1.5, E2.5, E3.5, and E4.5, respectively. These percentages were then used to represent the developmental rates of embryos in maternally aged mice treated with different concentrations of S89 (0, 1, 2, and 5 µm). 0 µm, *n* = 63. 1 µm, *n* = 65. 2 µm, *n* = 72. 5 µm, *n* = 69. f) Representative images (left panel) and quantification (right panel) showing the development of maternally young embryos (*n* = 100), maternally aged embryos (*n* = 90), and maternally aged embryos with S89 supplementation (*n* = 104) at indicated time points. Scale bar: 80 µm. g) Mitochondrial distribution (left panel) and aggregation ratio (right panel) in 8‐cell embryos from young (*n* = 52), aged (*n* = 47) and S89 supplemented aged (*n* = 60) group. Scale bar: 25 µm. h) JC1 staining (left panel) in young (*n* = 39), aged (*n* = 26), and S89 supplemented aged (*n* = 33) 8‐cell embryos to detect MMP. MMP level is indicated by red/green ratio (right panel). Scale bar: 25 µm. i) Immunofluorescence staining (left panel) and fluorescence intensities (right panel) of H3.3 in 8‐cell embryos from aged (*n* = 24) and S89 supplemented aged (*n* = 28) group. Scale bar: 25 µm. j) Immunofluorescence staining (left panel) and fluorescence intensities (right panel) of PADI6 in 8‐cell embryos from young (*n* = 33), aged (*n* = 34), and S89 supplemented aged (*n* = 35) group. Scale bar: 25 µm. (a–j) Data are presented as mean ± SEM from at least three independent experiments. *P*‐value was calculated using two‐tailed Student's *t*‐test.

Recent studies have shown that chromosomal histone H3.3 levels decline with maternal age.^[^ ^26^ ^]^ Consistent with this, our analysis of 8‐cell embryos from aged female mice revealed reduced H3.3 and MFN1 intensities compared to embryos from young females (Figure 7c,d). This prompted us to test whether S89 supplementation could improve the developmental potential of maternally aged embryos. We collected zygotes from young and aged female mice using IVF, cultured the embryos with or without S89, and recorded their developmental stages at the indicated times. Our results showed that early embryos from aged female mice exhibited significantly lower developmental potential than those from young females. Importantly, compared with supplementation with 1 and 5 µm S89, supplementation with 2 µm S89 significantly restored the developmental progression of embryos from aged females (Figure 7e,f; Figure S13f, Supporting Information). To investigate mitochondrial function at E3.0, we analyzed mitochondrial distribution and activity in embryos. In the young group, mitochondria were evenly distributed throughout the cytoplasm and concentrated near the nucleus. In contrast, embryos from the aged group exhibited mitochondrial clustering in the cytoplasm, with a significantly higher proportion of abnormal distribution compared to the young group. Notably, S89 supplementation partially restored normal mitochondrial distribution in the aged group (Figure 7g). We also assessed MMP at E3.0. Consistent with the mitochondrial distribution patterns, S89 supplementation partially recovered MMP levels in aged embryos (Figure 7h). Together, these findings demonstrate that S89 supplementation improves mitochondrial function in maternally aged 8‐cell embryos by restoring mitochondrial distribution and MMP levels, thereby enhancing early embryonic developmental capacity.

Next, we investigated whether the improvement in mitochondrial function by S89 supplementation influenced the levels of histone H3.3 and PADI6 in 8‐cell embryos from aged female mice. Fluorescence imaging and quantification at E3.0 revealed that S89 supplementation effectively restored H3.3 and PADI6 levels in maternally aged embryos (Figure 7i,j).

To determine whether the observed mitochondrial dysfunction was a cause or consequence of MFN1 depletion, we examined oocytes subjected to postovulatory aging and H_2_O_2_ treatment, which partially mimic the mitochondrial integrity defects associated with maternal aging. As expected, both the two groups showed impaired mitochondrial distribution and reduced MMP (Figure S14a,b, Supporting Information). However, the protein levels of MFN1 remained unchanged in both postovulatory aged oocytes and H_2_O_2_‐treated oocytes (Figure S14c–e, Supporting Information). These results suggest that mitochondrial dysfunction is the consequence, rather than the cause, of MFN1 depletion.

Our findings demonstrate that maternal aging reduces MFN1 and H3.3 levels, while the MFN1 activator S89 enhances H3.3 protein levels and promotes the development of early embryos from aged female mice.

### 2.8 MFN1 Expression Is Positively Correlated with H3.3 Expression in Early Human Embryos and Is Reduced by Maternal Aging

To investigate MFN1 protein expression in human oocytes and early embryos, we collected clinically discarded human MII oocytes and 4–8‐cell embryos for immunostaining analysis. Immunofluorescence combined with cell expansion and quantitative colocalization analysis revealed that MFN1 colocalized with PADI6 in human MII oocytes and early embryos (**Figure** **8**a–c). Furthermore, immunostaining showed a positive correlation between MFN1 and PADI6 protein levels in both human oocytes and early embryos (Figure 8d,e). Next, we categorized human 4–8‐cell embryos into two maternal age groups: 25–34 years and 35–44 years. We performed co‐immunofluorescence staining for MFN1 and H3.3 in embryos from both groups (Figure 8f). Quantitative analysis revealed a significant decline in MFN1 and H3.3 protein levels in embryos from the “35–44 years” group compared to the “25–34 years” group (Figure 8g). Correlation analysis further confirmed a positive relationship between MFN1 and H3.3 fluorescence intensities in both age groups (Figure 8h).

**Figure 8:**
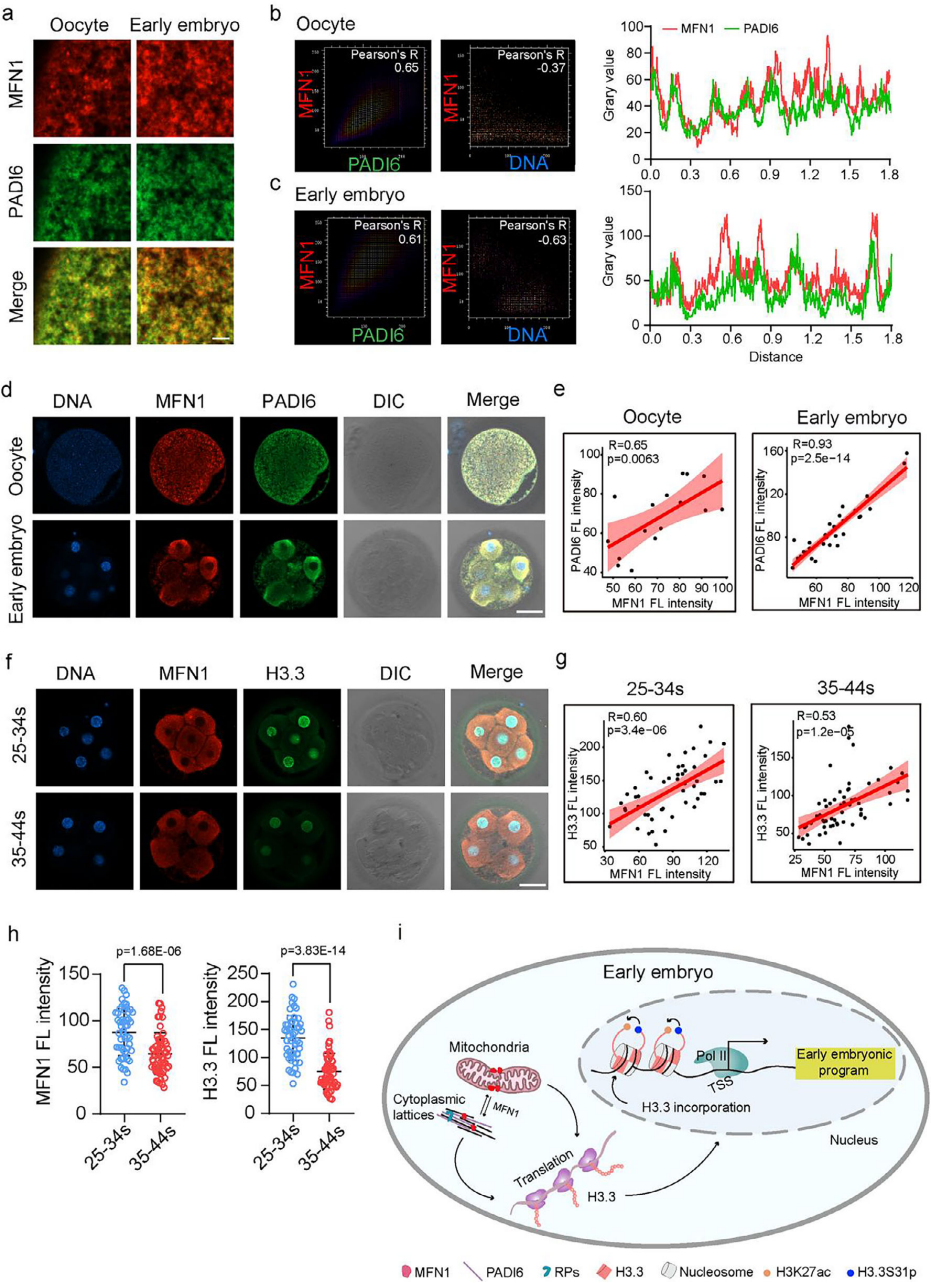
PADI6 and H3.3 protein levels are positively correlated with MFN1 protein level in human early embryos. a) Representative cell expansion images of colabeled MFN1 and PADI6 in human MII oocytes and 4–8 cell embryos. Scale bar: 4 µm. b,c) Colocalization quantitative analysis for IF staining of MFN1 with PADI6 and MFN1 with DNA in human MII oocytes (b) and early embryos (c). The colocalization quantitative analysis of the MFN1 with DNA serves as a negative control. d) Representative co‐immunostaining images of MFN1 and PADI6 in human MII oocytes and 4–8 cell embryos. Scale bar: 40 µm. e) Correlation analysis of PADI6 fluorescence intensity with MFN1 fluorescence intensity in MII oocytes and 4–8‐cell embryos in (b). Red shaded areas represent the 95% confidence intervals. f) Human 4–8‐cell embryos were divided into “25–34 years (25–34s)” and “35–44 years (35–44s)” groups by maternal ages for co‐immunostaining of MFN1 and H3.3. Scale bar: 40 µm. g) The fluorescence intensities of MFN1 and H3.3 signals in “25–34s” (*n* = 51) and “35–44s” (*n* = 60) groups for comparison. Data are presented as mean ± SEM. *P*‐values were calculated by two‐tailed Student's *t*‐tests. h) Correlation analysis of H3.3 fluorescence intensity with MFN1 fluorescence intensity in 4–8 cell embryos from “25–34s” and “35–44s” groups. Red shaded areas represent the 95% confidence intervals. i) Schematic diagram of the mechanism that MFN1 supports H3.3 enrichment at active chromatin regions and regulates preimplantation embryo development. MFN1 interacted with PADI6 and RPs to maintain the global translation level of early embryos, strengthened H3.3 protein level and its incorporation at genic regions, elevated H3.3S31p and H3K27ac to stimulate transcription activity, thereby ensuring the proper early embryonic program.

In summary, our results indicate that MFN1 colocalizes with PADI6 and positively correlates with H3.3 protein levels in human early embryos. Maternal aging reduces MFN1 expression, which may contribute to compromised embryonic development.

## 3 Discussion

In this study, we identified a novel role of mitochondrial dynamics in regulating embryonic development via epigenetic pathways. Our findings demonstrated that the mitochondrial fusion regulator MFN1 supports histone variant H3.3 by maintaining global translational activity in embryos. This process facilitates the deposition of highly translated H3.3 at gene promoter regions, ensuring transcription activation and driving preimplantation embryonic development. Specifically, MFN1 depletion disrupted cytoplasmic lattice components, significantly reduced global translation levels particularly of H3.3 protein and led to PN formation failure, defective ZGA, and aberrant embryonic developmental programs (Figure 8i). Importantly, the adverse effects of MFN1 deficiency were partially rescued by either exogenous H3.3 or supplementation with the MFN1 activator S89, underscoring the critical role of MFN1 in supporting the developmental competence of preimplantation embryos. Collectively, our study highlights the pivotal role of MFN1 in facilitating PN formation, ZGA, and embryonic development through H3.3 expression and enrichment.

While current knowledge of MFN1's role and mechanisms in oocyte and early embryo development remains limited, our findings align with previous studies reporting abnormal oogenesis and mid‐gestational embryonic lethality in *Mfn1* knockout mice.^[^ ^15^, ^16^ ^]^ Consistent with these observations, we found that MFN1 depletion caused arrest at the GV stage, impairing normal meiotic progression. However, the precise mechanisms and broader functions of MFN1 in early embryogenesis warrant further investigation.

To investigate the role of MFN1 in preimplantation embryo development, we first examined its function during fertilization. We observed that MFN1 depletion reduced H3.3 expression, resulting in male PN formation failure after fertilization. Recent studies have shown that the cytoplasmic lattice, which contains PADI6 and SCMC components, serves as a storage site for maternal proteins accumulated during oogenesis and is essential for embryonic development.^[^ ^3e^ ^]^ Our findings indicated that while MFN1 and mitochondria did not fully colocalize, MFN1 partially colocalized with PADI6 in the cytoplasm of oocytes. Disruption of PADI6 or SCMC leads to the loss of the cytoplasmic lattice, resulting in reproductive disorders and complete female infertility in both mice and humans.^[^ ^29^ ^]^ In line with this, we found that MFN1 depletion decreased protein translation activity by impairing PADI6 function and ribosomal subunit assembly.

Previous studies have highlighted the role of cytoplasmic lattices in the oocyte‐to‐embryo transition (MZT) in both mice and humans.^[^ ^2^, ^30^ ^]^ However, the molecular mechanisms governing the dynamic assembly and function of cytoplasmic lattices affected by MFN1 depletion remain unclear. Our findings may provide a valuable framework for further exploring these mechanisms. Additionally, H3.3 protein levels are highly sensitive to changes in protein translation activity.^[^ ^24^ ^]^ Notably, chromatinization of the sperm genome occurs before DNA replication in the early zygote, and H3.3 acting as a maternal factor is the only histone H3 variant available to replace protamines and integrate into the chromatin prior to the DNA synthesis phase via a replication‐independent pathway.^[^ ^31^ ^]^ Consistent with these findings, our results demonstrate that the reduction in protein translation following MFN1 depletion led to a significant decrease in H3.3 expression, thereby impairing male PN formation. This suggests that MFN1 plays a critical role in stabilizing protein translation and facilitating H3.3 incorporation into chromatin.

Previous research on mitochondrial fusion proteins primarily focused on mitochondrial activity and subcellular organelle defects.^[^ ^32^ ^]^ A key finding of this study is that MFN1 depletion significantly reduces H3.3 expression, a histone variant crucial for ZGA and the embryonic developmental program.^[^ ^7^, ^33^ ^]^ We observed diminished H3.3 deposition in early 2‐cell embryos following *Mfn1* knockdown, accompanied by decreased H3.3S31p and H3K27ac modifications, which led to abnormal ZGA gene expression. H3.3 modulates transcription through mechanisms such as facilitating H3K27ac at regulatory elements via H3.3S31p, thereby promoting transcriptional activation.^[^ ^27^ ^]^ Conversely, stable gene silencing is associated with chromatin compaction and repressive histone modifications, such as H3K27me3, which inhibit transcriptional machinery and regulate gene imprinting in a DNA methylation‐independent manner.^[^ ^34^ ^]^ Our findings revealed that MFN1 depletion in late 2‐cell embryos reduced H3.3 levels and H3K27me3 modifications, impairing the silencing of ZGA genes. Similar effects on ZGA genes were observed in 2‐cell embryos following H3.3 depletion, suggesting that MFN1 orchestrates ZGA gene regulation by modulating H3.3 expression.

Furthermore, *Mfn1* knockdown in mouse zygotes led to reduced H3.3 deposition, disrupted the embryonic program, and resulted in morula arrest. These findings align with previous studies, which reported that diminished H3.3 deposition in zygotes causes chromosomal overcondensation, missegregation, and failure to progress to the blastocyst stage during preimplantation development.^[^ ^5^, ^6^ ^]^ Given the parallels between MFN1 and H3.3 depletion, we propose that MFN1 exerts its role in mid‐preimplantation development primarily through its regulation of H3.3.

To investigate the relationship between MFN1 and H3.3, we performed low‐input RNA sequencing and ChIP‐seq analyses to examine their roles in regulating the embryonic program in 8‐cell embryos. H3.3 primarily localized to regions of active genes, with a strong enrichment at promoter regions.^[^ ^35^ ^]^ Our analysis revealed that, after H3.3 depletion, H3.3 preferentially bound to the promoters of downregulated genes. Similarly, genes downregulated by H3.3 knockdown exhibited repressed expression in MFN1‐depleted embryos. Notably, the downregulated genes following MFN1 depletion displayed increased H3.3 binding. These findings suggest that H3.3 occupancy plays a crucial role in transcription activation mediated by both MFN1 and H3.3 during the 8‐cell stage.

Previous studies have shown that histone H3.3 is incorporated into chromatin at enhancers and promoters, correlating with active histone marks such as H3K27ac, H3K9ac, H3K4me3, H3K4me1, and H2A.Z.^[^ ^5^, ^36^ ^]^ Our results align with these findings, demonstrating that H3.3 is positively correlated with transcriptionally active chromatin marks, including H3K27ac and RNA polymerase II. Interestingly, embryos from both the H3.3‐ and MFN1‐depleted groups exhibited reduced levels of RNA polymerase II and H3K27ac. This suggests that gene expression in 8‐cell embryos is altered under these conditions. Our study further shows that MFN1 depletion leads to a decrease in H3.3 deposition, resulting in reduced transcriptional activity in early embryos. This decline is accompanied by diminished enrichment of RNA polymerase II and H3K27ac at the promoters of downregulated genes, ultimately causing developmental arrest. Importantly, exogenous H3.3 supplementation partially rescued the defects in male PN formation and early embryo development caused by MFN1 depletion.

Ovarian function and female fertility decline significantly with age, particularly between the ages of 35 and 39, due to a reduction in ovarian reserve and oocyte quality.^[^ ^37^ ^]^ Females with MFN1‐deficient oocytes experience anovulation, as folliculogenesis arrests at the secondary‐to‐antral follicle stage. This phenotype worsens with age, leading to accelerated follicular depletion.^[^ ^16^ ^]^ Mitochondrial dysfunction is a hallmark of age‐related oocyte quality decline, contributing to pregnancy loss and developmental disorders in offspring.^[^ ^38^ ^]^ In line with these findings, we observed reduced MFN1 levels in early embryos of maternally aged mice, oocytes, and early embryos from middle‐aged women. Supplementation with the MFN1 activator S89 reversed mitochondrial dysfunction, restored H3.3 and PADI6 protein levels, and corrected developmental defects in early embryos caused by maternal aging‐associated MFN1 insufficiency. Notably, our results indicated that an excessive amount of S89 might not necessarily be beneficial for female reproduction. Our results suggest that MFN1 may serve as a valuable therapeutic target for alleviating fertility disorders and age‐related declines in female reproduction.

In conclusion, our study demonstrates that MFN1 functions, in part, through histone H3.3 during early embryonic development in mice. Supplementation with the MFN1 activator S89 enhances H3.3 expression and improves the developmental competence of preimplantation embryos from maternally aged mice. These findings provide new insights into the interaction between mitochondrial fusion regulators and epigenetic modifications, offering potential strategies for improving embryonic development and female fertility in the context of maternal aging.

## 4 Experimental Section

### Mouse Breeding

Young (6‐to‐8‐week‐old) and naturally aged (12‐to‐13‐month‐old) female ICR mice, and 10‐to‐20‐week‐old male ICR mice were purchased from SiPeiFu (Beijing, China). All the animal procedures were approved by the Institutional Animal Care and Use Committee of Tongji Medical College, Huazhong University of Science and Technology (IACUC No. 4096). All animals were housed in the specific pathogen‐free facility with unrestricted access to food and water, with a temperature of 22–25 °C, 50–70% humidity, and a 12 h light/12 h dark cycle at the animal center of Tongji Medical College, Huazhong University of Science and Technology. All experiments with mice were conducted according to the Guide for the Care and Use of Laboratory Animal guidelines.

### Mouse Oocyte Collection and Culture

For the superovulation assay, female ICR mice were intraperitoneally primed with 10 IU of pregnant mare serum gonadotropin (PMSG), After 48 h, ovaries were mechanically cut with ophthalmic scissors in M2 medium (Sigma‐Aldrich, USA). Then the intact germinal vesicle (GV) oocytes, which were free of cumulus cells, were individually transferred to M16 medium (Sigma‐Aldrich, USA) with or without 2.5 µm Milrinone overlaying with mineral oil and cultured at 37 °C with 5% CO_2_.

For H_2_O_2_ treatment, 100 µm H_2_O_2_ was chosen based on previous study.^[^ ^39^ ^]^ GV oocytes cultured with H_2_O_2_ and 2.5 µm milrinone for 30 min were collected for immunofluorescence staining or Western blot examination.

For postovulatory aging experiments, GV oocytes were cultured with 2.5 µm milrinone for 24 or 48 h before being collected for immunofluorescence staining or Western blot examination.

### In Vitro Fertilization (IVF) and Early Embryo Culture

Superovulation was performed in female ICR mice by injection of 10 IU of PMSG, followed by 10 IU of human chorionic gonadotropin (hCG) 48 h later. After 16 h, the cumulus–oocyte complex (COC) was collected from the ampulla of oviducts from the superovulated mice, and transferred to the HTF medium at 37 °C with 5% CO_2_. Sperm were released from the dissected cauda epididymis of male ICR mice before insemination and capacitated for 1 h in HTF (Nanjing Aibei Biotechnology, China) at 37 °C with 5% CO_2_. Subsequently, the capacitated sperm were added into COCs drops in HTF at 37 °C with 5% CO_2_. Then fertilized oocytes were collected and cultured in KSOM medium (Nanjing Aibei Biotechnology, China). The early 2‐cell, later 2‐cell, 4‐cell, 8‐cell, morula, and blastocyst stages embryos were obtained on E1.5, E2.0, E2.5, E3.0, E3.5, and E4.5 post hCG injection, respectively. For the detection of translational effects on fertilization, early embryos were cultured in KSOM medium containing 20 µg mL^−1^ cycloheximide (CHX, Selleck, China) for 6 h.

### H3.3 cDNA Construct and In Vitro Transcription (IVT)

Endogenous mouse H3.3 protein is encoded by two genes, *H3f3a* and *H3f3b*, and these genes produce an identical protein. H3.3 gene fragments were amplified in vitro via PCR using pVAX1 plasmid expressing flag‐tagged Drosophila H3.3 cDNA as the template for IVT. Subsequently, capped cRNA of H3.3 was synthesized using the mMESSAGE mMACHNE T7 Ultra kit (Thermo Fisher Scientific, USA) and purified by precipitation with LiCl, followed by dissolution in nuclease‐free water and storage at −80 °C. pVAX1 IVT primer sequences are displayed in Table S1 of the Supporting Information.

### Cytoplasmic Microinjection

Oocytes (GV/MII) or zygotes were incubated in the M2 medium covered with mineral oil. Then, ≈5–10 pl of 25 µm siRNA against specific genes (Genepharma, China) was injected into the cytoplasm of oocytes or zygotes. The nontargeting siRNA was injected as the control counterpart.

After injection, GV oocytes were incubated for 36 h in 2.5 µm milrinone to allow the degradation of mRNA by siRNA and then transferred to milrinone‐free M16 medium to resume meiosis for subsequent experiments. Microinjected MII oocytes were transferred to M2 medium for a brief 30 min recovery and then cultured shortly in acidic Tyrode's Solution (pH 2.5) to eliminate zona pellucida before IVF. The microinjected zygotes were transferred into KSOM for incubation at 37 °C under 5% CO_2_. For coinjection experiment, 500 ng µL^−1^ H3.3 cRNA was injected with siRNA against *Mfn1* into oocytes or zygotes to test the impact of exogenous H3.3 on development. siRNA sequences against *Mfn1*, *H3f3a*, *H3f3b*, and negative control siRNA are provided in Table S2 of the Supporting Information.

### S89 Treatment of Early Embryos

To ascertain the safe concentration of S89 on the development of early embryo, the blastocyst rate of early embryo development with S89 treatment was examined at different concentrations (0, 1, 2, 5, and 10 µm) based on previous study on S89 usage.^[^ ^28^ ^]^

To test the protective effect of S89, the zygotes following siRNA injection and those from maternally aged mice were cultured in KSOM supplemented with S89 at different concentrations (0, 1, 2, and 5 µm).

### Collection of Human Oocyte and Early Embryos

Human MII oocytes and early embryos were obtained from Reproductive Medicine Center, Tongji Medical College, Huazhong University of Science and Technology. A total of 26 oocytes from oocyte donation and 35 frozen‐thawed 4–8‐cell embryos abandoned by patients were included in this study. Ethical approval for the study was obtained by the CEIC (Ethics Committee for Clinical Research) of Reproductive Medicine Center, Tongji Medical College, Huazhong University of Science and Technology (No. S207). All people included in the study gave informed consent.

### Co‐Immunoprecipitation (Co‐IP) and Mass Spectrometry (MS)

For co‐IP, 20 ovaries from juvenile mice at postnatal day 7 to 14 (P7‐P14) or 800 oocytes were homogenized in chilled IP lysis buffer (Beyotime, China) with protease inhibitor cocktail (Beyotime, China) and centrifuged at 12 000 × *g* for 20 min. The supernatants were collected and incubated with relevant antibodies (anti‐MFN1 antibody and IgG) overnight at 4 ℃ with gentle rotation. The precleared protein A/G magnetic beads (Vazyme, China) were supplemented and cocultured for 30 min. The supernatants were then gently removed and the beads were washed with lysis buffer. The beads containing samples were subjected for MS analysis, or eluted with the elution buffer and then boiled with 5× loading buffer for Western blot analysis.

### Cell Expansion Assay

Cell‐expansion immunofluorescence was performed to examine colocalization of proteins. MII oocytes were incubated in acidic Tyrode's solution at 37 °C for 30 s to remove zona pellucidae and transferred to fresh M2 medium for 10 min. MII oocytes were then equilibrated in hypotonic buffer (30 mm Tris (pH 8.2), 50 mm sucrose, 0.5 mm phenylmethylsulphonyl fluoride, 5 mm EDTA, 0.5 mm DTT, and 17 mm trisodium citrate dihydrate) for 30 min. Then the MII oocytes were incubated with 2% paraformaldehyde (PFA) and 0.15% Triton X‐100 in a humidified chamber for 60 min at room temperature and washed with 0.4% Photo‐Flo (Kodak, Japan) for subsequent immunostaining.

### Immunofluorescence Staining and Confocal Microscopy

For immunofluorescence staining, oocytes/embryos were fixed with 4% PFA for 30 min, permeabilized with 0.5% Triton X‐100 for 20 min and blocked with 1% bovine serum albumin for 1 h. Subsequently, samples were incubated with primary antibodies at 4 °C overnight. After washing three times in phosphate‐buffered saline with Tween‐20 (PBST), the samples were incubated with secondary antibodies for 2–4 h at room temperature. The samples were counterstained with Hoechst for 10 min after rinsing for three times with PBST. The images were captured using a laser scanning confocal microscope (LSM 900, Carl Zeiss, Germany). Immunofluorescence images were analyzed and quantified by ZEN software. Colocalization analysis for Pearson's correlation coefficient and related fluorescence intensity quantification were performed using ImageJ software. The antibodies used in this study are listed in Table S3 of the Supporting Information.

### Detection of Nascent Protein Synthesis

To visualize nascent protein synthesis, Click‐iT HPG Alexa Fluor 594 Protein Synthesis Assay kit (Thermofisher scientific, USA) was used. Embryos were incubated in M2 medium containing 50 µm HPG for 1 h at 37 °C with 5% CO_2_. Fixation, permeabilization, and labeling were performed according to the manufacturer's protocol. After the Click‐iT reaction, embryos were subjected to immunofluorescence analysis as described above.

### 5‐Ethynyl Uridine (EU) Incorporation Assay

For the detection of transcription activity, embryos at different developmental stages were cultured in KSOM supplemented with 500 µm EU for 2 h at 37 °C with 5% CO_2_. Then the embryos were fixed with 4% PFA, permeabilized with 0.5% Triton X‐100 for 10 min, and stained with Cell‐Light EU Apollo 488 In vitro Imaging Kit (RiboBio, China) for 30 min according to the manufacturer's protocol. Embryos were then subjected to immunofluorescence analysis as described above.

### Western Blotting

Equal amounts of oocytes were collected and lysed using RIPA lysis buffer including protease inhibitors (Servicebio, China). Lysates were added to SDS loading buffer and incubated at 98 °C for 5 min before electrophoresis. Proteins were separated using SDS‐PAGE gel and then transferred to PVDF membranes. After that, membranes were blocked in a 5% nonfat milk solution for 1 h at room temperature and incubated with primary antibodies for 12 h at 4 °C. Following three washes with TBS Tween‐20 solution, the membranes were incubated with a secondary antibody for 2 h at room temperature. After washing for three times, the membranes were treated with ECL Western Blotting Substrate (Affinity Biosciences, China) and visualized using ChemiDoc XRS+ image system. The expression levels of each protein were normalized to GAPDH as an internal standard. The primary and secondary antibodies used were provided in Table S3 of the Supporting Information.

### Detection of Mitochondrial Localization and Mitochondrial Membrane Potential (MMP)

For mitochondrion staining, embryos were cultured in medium supplemented with cell‐permeant MitoTracker Red CMXRos (1:1000) (Beyotime, China) for 30 min in a humidified chamber at 37 °C with 5% CO_2_, respectively. After washing for three times with fresh M2 medium for 5 min each time, samples were imaged immediately under the laser scanning confocal microscope (LSM 900, Carl Zeiss, Germany). For MMP detection, embryos were cultured in M2 medium containing 2 µm JC‐1 (Beyotime, China) for 30 min in a humidified chamber at 37 °C with 5% CO_2_. After washing for three times with fresh M2 medium, samples were imaged immediately under the laser scanning confocal microscope. MMP was indicated by the ratio of red/green fluorescence intensity.

### Mitochondrial DNA (mtDNA) Copy Number Detection

For mtDNA extraction, 20 early embryos were added to 0.2 mL centrifuge tube containing 20 µL lysis buffer (0.5% Triton X‐100, 200 µg mL^−1^ proteinase K, 50 mm Tris‐HCl pH 8.0) and incubated at 55 °C for 2 h. Real‐time PCR was performed to detect the mtDNA copy number using ND1 and β‐globin primers. Primer sequences were provided in Table S1 of the Supporting Information.

### Low‐Input Quantitative RT‐PCR (qRT‐PCR)

For qRT‐PCR analysis, every 5–10 early embryos were lysed in 5 µL lysis buffer containing Reaction Mix and 0.1 µm Assay Pool. Reverse transcription was performed with the Single Cell Sequence Specific Amplification Kit (Vazyme, China) according to the manufacturer's procedure. qRT‐PCR was performed with SYBR green master mix (Yeasen, China) on Quantagene q225 qPCR system (Kubo Technology, Beijing) according to the manufacturers’ instructions. RNA levels of genes were normalized to *Gapdh*. The primer sequences for this study are listed in Table S1 of the Supporting Information.

### Low‐Input RNA Sequencing and Data Analysis

The RNA‐seq libraries of mouse early embryos were generated following the Smart‐Seq2 instruction as described previously with minor modification.^[^ ^40^ ^]^ Briefly, 10 embryos from each group were collected and washed six times with PBS and then immediately transferred into hypotonic lysis buffer. An Oligo‐dT primer was introduced to the reverse transcription reaction for first‐strand cDNA synthesis, followed by PCR amplification to enrich the cDNA. PCR amplification was performed to enrich cDNA, which was purified by AMPure XP beads, and checked using Qubit 3.0 Flurometer and Agilent 2100 Bioanalyzer. cDNA was then sheared by Covaris and subjected to Illumina TruSeq library preparation. The libraries were then qualified and loaded on Illumina Hiseq platform for PE150 sequencing (Annoroad Gene Technology, China).

Raw reads were processed with cutadapt v1.16 to remove adapters and perform quality trimming with default parameters. Trimmed reads were mapped to the mouse genome (mm10) using STAR (v2.5.3b) with default settings. The differential expression of genes was evaluated using the R package Deseq2 (v1.24.0). Genes were classified as differentially expressed as those which were more than twofold increased or decreased with *P*‐value < 0.05. Database for Annotation, Visualization and Integrated Discovery (DAVID, v2023q4) tools were used to analyze the enrichment of DEGs.^[^ ^41^ ^]^ The enrichment results containing three kinds of related functions of MF, biological process, and CC were obtained by using the function of GO enrichment analysis. By KEGG pathway enrichment analysis, the pathways and the related genes enriched in the pathways were derived, and the related pathways and genes with *p*‐value < 0.05 were analyzed. The enrichment results were visualized using R (v4.2.3). GSEA analyses were plotted by https://www.bioinformatics.com.cn, an online platform for data analysis and visualization.

### ChIP‐Seq Library Construction and Data Analysis

ChIP‐seq libraries were produced using a Hyperactive Universal CUT&Tag Assay Kit for Illumina (Vazyme, China) according to the manufacturer's protocol with anti‐Pol II antibody, anti‐H3K27ac antibody, and anti‐H3.3 antibody. A total of 30–60 early embryos were utilized for each library preparation. Generally, embryos without zona pellucidae were bound to equilibrated ConA Beads Pro for permeabilization, followed by the addition of the primary antibody and secondary antibody. Next, pA/G‐Tnp Pro was added to the samples for tagmentation. Finally, the libraries were purified with VAHTS DNA Clean Beads (Vazyme, China) and were send out for PE150 sequencing using Illumina HiSeq 3000 (Annoroad Gene Technology, China). The antibody information was provided in Table S3 of the Supporting Information.

Raw reads were processed with Trim Galore (v0.6.4) to remove adaptor sequences and poor‐quality bases with the specified parameters “‐q 20 ‐phred33 ‐stringency 5 ‐length 20 ‐paired”. Trimmed reads were then aligned to the mouse reference genome (mm10) using Bowtie2 (version 2.4.2) with default parameters. Picard (version 2.26.6) was preformed to remove PCR duplicates. Peaks were identified using MACS2 v2.2.7.1^[^ ^42^ ^]^ with default parameters. The bedgraph files were converted first to bigwig files using the UCSC Genome Browser tool bedGraphToBigWig^[^ ^43^ ^]^ and then visualized in the Integrative Genomics Viewer. Density plot of signal enrichment was generated by bamCoverage, computeMatrix, and plotHeatmap of the Python package deepTools (v3.5.1).^[^ ^44^ ^]^ ChIP‐seq peak annotations were conducted using the R package ChIPseeker (v1.34.1).^[^ ^45^ ^]^

### Low‐Input Whole Genome Bisulfite Sequencing (WGBS)

A total of 5–10 8‐cell embryos were collected from control, MFN1‐knockdown (KD) or H3.3‐KD groups. The WGBS library was prepared using a post‐bisulfite adapter tagging (PBAT) approach.^[^ ^46^ ^]^ EZ DNA Methylation‐Gold Kit (Zymo, USA) was performed for samples bisulfite conversion. Paired‐end reads for each sample was generated by PE150 sequencing using Illumina HiSeq 3000 (Annoroad Gene Technology, China).

Raw reads were processed with Trim Galore (v0.6.4) to discard adaptor sequences and poor‐quality bases with the parameter “‐q 20 ‐phred33 ‐stringency 5 ‐length 20 ‐paired”. Trimmed reads were then mapped to the mouse reference genome (mm10) using Bismark (v0.22.3) with the parameters “‐p 6 ‐parallel 1 ‐N 0 ‐L 20 ‐quiet ‐pbat ‐un ‐ambiguous ‐bam”. SAMtools (v1.3.1) was preformed to sort bam files by genomic coordination and establish a bam file index. Picard (v2.23.3) was carried out to remove PCR duplicates. The methylation level at each CpG site was calculated using bismark_methylation_extractor model with the parameters “‐p ‐comprehensive ‐no_overlap ‐bedgraph ‐counts ‐report ‐cytosine_report ‐gzip ‐buffer ‐size 30G”. The R package methylKit (v1.14.2)^[^ ^47^ ^]^ was used to identify DMRs. The methylation levels at CpG sites were firstly calculated by “methRead” function with mincov = 3. Methylation across the genome was tiled with the “tileMethylCounts” function using the parameters “win.size = 500, step. size = 500, cov. bases = 5”, then “unite” function was used to unite tiled regions with the “destrand = TRUE” parameter. At last, “calculateDiffMeth” function was used to calculate DMRs. DMRs with a minimum of 3 CpG sites and absolute methylation mean difference >10% and *q*‐value < 0.05 were used for further analysis. The UCSC Genome Browser utility,^[^ ^43^ ^]^ bedGraphToBigWig, was used to transform the bedgraph files to bigwig files. Next, UCSC genome browser was employed for visualization.

### Statistical Analysis

Statistical analyses were performed by R or GraphPad Prism 8.0 software (GraphPad, San Diego, USA). Quantifications are presented as mean ± SEM. Statistical comparison was performed using two‐tailed Student's *t*‐tests and Mann–Whitney *U* test. *P* < 0.05 was considered as statistically significant (*p < 0.05, **p < 0.01, and ***p < 0.001).

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

L.‐q.Z., B.‐x.M., and X.H. conceived, designed, and supervised the study. X‐.y.S. performed the experiments. Y.T., Y.‐f.W., and Q.T. helped with the experiments. Y.T., Y.Y., and X.H. performed high‐throughput data analysis. B.‐x.M. collected the human embryos and helped with the experiments. L.L. helped with the experimental design and provided valuable guidance. X.‐y.S. wrote the initial manuscript. L.‐q.Z. revised the manuscript. All authors contributed to the article and approved the manuscript.

## Supporting information

Supporting Information

## Data Availability

The RNA‐seq, ChIP‐seq, and DNA methylome datasets in this study have been deposited to NCBI: GSE276709, GSE276708, and GSE276710.

How the deposited data were processed for this re-analysis (not part of the article)

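RNA was measured in 8-cell mouse embryos after siRNA (25 µM) had been injected into zygotes. The groups were control (nontargeting siRNA), MFN1-KD and H3.3-KD, with 3 libraries each, and each library is 1 pool of embryos. The paper gives 10 embryos per group and the sample labels give 5 to 10 embryos, so the number of embryos behind each library is uncertain. The authors made the libraries by Smart-Seq2, trimmed the reads with cutadapt, mapped them to mm10 with STAR and tested them with Deseq2. The values were deposited by the authors as FPKM, that is, normalized for gene length and for the fragments of each library and rounded to 2 decimals, as the file headers state. The program that made FPKM, the annotation release and the strand setting are not named in the paper's text. Each library has 55335 entries, listed by gene symbol, and 53647 of these symbols are in GENCODE release M21 (GRCm38, the assembly also called mm10). Positions, GC content and transcript lengths were taken from that release.

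Read counts were not used here, so neither Deseq2 nor the test planned for counts (edgeR) could be run, libraries could not be thinned to one depth, and no confidence interval or lower limit from counts is given. The test planned for FPKM, limma-trend, was used in their place. Genes with a mean of at least 1 FPKM over the 9 libraries were kept, which left 13011. Of these, 12768 (98.1%) had a GC content and a length. A linear model with trend and robust options was fitted to log2(FPKM + 1) of all libraries, with no covariate, in limma 3.58.1 under R 4.3.3. Genes were counted at the paper's threshold and at a Benjamini-Hochberg adjusted p under 0.05 and more than 2-fold. The paper's threshold is more than 2-fold and P under 0.05, read here as unadjusted because the paper's text does not say. The pipeline was tested on simulated data, in which each gene varied independently of the others, with 200 changed genes at a log2 fold change of 2. It recovered 145 of them (72.5%), called 10 unchanged genes, and called 0 genes in a simulated group without changes, all at the adjusted p. At the paper's threshold 319 unchanged genes were called in the same simulation. Genes that vary together within a library can give more false calls than this.

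Enrichment of the H3.3-KD lists in the MFN1-KD ranking used the score function of fgsea 1.28.0 with weight 1 and 10000 permutations of genes. Gene lists were tested with camera and fry. The 28 lists were written by hand and are not GO or KEGG terms, which were not used here. Single values per library were compared with two-sided exact permutation tests, for which 3 libraries against 3 cannot give a p under 0.10. Because both knockdowns share their controls, simulations were used to show what shared controls alone give. Neither knockdown changed in 100 of them, and only H3.3-KD changed in another 100. The 6 divisions of the controls into 1 and 2 libraries served the same end. Each simulated library was a mean plus a random mix of the deviations of a group's 3 replicates. This turns noise of single genes into shared variation, so the simulated values can spread too widely. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

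Genes are named by a rule planned for CPM and applied to FPKM. It takes the genes that the paper names, the 5 largest rises and 5 largest falls in each knockdown among genes with an adjusted p under 0.05, a mean of at least 10 FPKM and no overlap between the groups, and for each list at most the gene with the smallest p and the gene furthest against the list. *Eif2s3y*, *Xist*, *Amhr2* and *S100a6* were chosen after their values were seen. The alternatives tried were median-ratio and upper-quartile scaling, no filter, a mean of at least 10 FPKM, a pseudocount of 0.1, only the 6 libraries compared, the replicate number as a block, each library left out in turn, and controls divided between the comparisons. Lists taken from the adjusted p were tried for the enrichment. Removal of each library's trend over GC content and transcript length (splines with 5 degrees of freedom) and library weights were added after seeing the data. ChIP and methylation data are not analysed here.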

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

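The tests of explanations in this part were chosen after the results they test had been seen. Each of these results was singled out because the knockdowns differed in a test of the difference itself, or because the paper reports no sequencing value for the transcript and every H3.3-KD library lay above every control library. Of the genes the paper names, *Gapdh* and *Pou5f1* were picked out by eye after their values were seen, and no search over all such genes was made. The reading of their GC test was changed after its values were seen, so that the rise left once the GC and length trend is removed decides it.

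The mitochondrially encoded genes differed between the knockdowns by 2.50 (median log2 difference, MFN1-KD minus H3.3-KD, relative to all genes, camera adjusted p = 3.0e-12, fry adjusted p = 3.3e-05), and all 13 of these genes lay above the median difference of all genes. The difference comes from the fall in H3.3-KD, since the median in MFN1-KD was 0.10 and changed direction without control replicate 1 (-0.05) or MFN1-KD replicate 3 (-0.14). A bias over GC content was tested with the nuclear genes nearest in GC content and expression. How near they were was not checked. The median of the mitochondrially encoded genes lay 9.24 to 9.56 above that of all genes in control (log2 scale), so a close match in expression is unlikely. The matched sets therefore do not isolate GC content. The median log2 fold change in H3.3-KD, not relative to all genes, was -1.88 for the mitochondrially encoded genes and -0.68 for the matched sets, of which 1 of 10000 had a median as low. Once the GC and length trend was removed, the median relative to all genes went from -2.14 to -1.29 (camera adjusted p = 5.7e-05, the highest of the alternatives, which start at 2.0e-18). The fall left after this removal argues against GC content as the whole cause, although GC content may account for a large part of the fall. Scaling to a total of different composition was tested on the median not relative to all genes, which went from -1.88 to -2.23 and -2.31 under the 2 scalings. This argues against the scaling as the cause of the fall. Per library, the median of these genes relative to all genes was 9.24 to 9.56 in control and 6.94 to 7.22 in H3.3-KD. Reads of nuclear copies of mitochondrial genes were not tested, and no library batch is named in the labels or the paper, so none was tested. A lower level of mitochondrial transcripts after the loss of H3.3 is one of the open explanations.

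Complex I subunits and assembly factors differed by 1.26 in the same comparison. Once the trend over GC content and transcript length was removed, the difference was 1.18, and 0 of 10000 random lists matched on expression were as high (90% of them lay between -0.12 and 0.50). This argues against GC content and length as the whole cause. No other technical explanation was tested for this list.

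The p53 target genes and the integrated stress response genes differed by -0.90 (camera adjusted p = 0.0397, fry adjusted p = 0.0137) and -0.93 (camera adjusted p = 0.00838, fry adjusted p = 0.00124), with lower values in MFN1-KD. After removal of the GC and length trend the differences were -0.47 and -0.46. For these lists 235 and 250 of 10000 random lists were as low. The trend may therefore account for a large part of both differences, though the remainder lies outside the middle 90% of the random lists. In H3.3-KD alone the medians of 0.70 and 0.58 fell to 0.29 and 0.28 after this correction and no longer passed camera's threshold (adjusted p = 0.0506 for each, with ranges over the alternatives of 2.8e-04 to 0.171 and 6.7e-05 to 0.0506). The median of the p53 target genes in MFN1-KD, 0.27, changed direction without MFN1-KD replicate 2 (-0.04).

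*Gapdh* rose by 2.79 on the log2 scale in H3.3-KD (standard error 0.55, adjusted p = 0.004 from limma), from 3.98 ± 1.90 FPKM (SD) in control to 36.3 ± 22.6 FPKM. Among 200 genes matched on GC content and expression, the median was 0.66 and 6 rose as much, and the rise lay within the middle 95% of these genes, which reaches 3.13. Once the GC and length trend was removed, *Gapdh* still rose by 1.94 (adjusted p = 0.0286, the highest of the alternatives, which start at 6.3e-04). This argues against a GC content bias as the whole cause, and the bias may account for a part of the rise. The paper used this gene as the internal control of its qRT-PCR, also in embryos injected with siRNA as zygotes. Reads shared with pseudogenes were not tested for it.

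*Pou5f1* rose by 4.65 in H3.3-KD (standard error 0.68, adjusted p = 9.0e-04 from limma), from 7.24 ± 1.95 FPKM in control to 262 ± 175 FPKM. Replicate 3 was the lowest of the H3.3-KD libraries, with 63.1 FPKM. Of 200 genes matched on GC content and expression, 1 rose as much, and the middle 95% ended at 3.66. Once the GC and length trend was removed the rise was 3.88 (adjusted p = 0.00242, with a range of 6.4e-06 to 0.00673 over the alternatives), so a GC content bias alone leaves part of the rise unexplained. Reads shared with pseudogenes were not tested for this gene and stay open. In MFN1-KD its log2 fold change was -1.51 (adjusted p = 0.217).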

How the results depend on the processing

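Removal of the GC and length trend and library weights were chosen after seeing the data. edgeR, Deseq2 and thinning to one depth were not run, since the values are FPKM. Where a change has no stated cause, the cause was not tested.

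Of the values of the main results under the alternatives, 303 stayed on the same side of their threshold, within 1.5 times or within 1 SD, 79 moved further than this, 4 became stronger, 1 weaker and 2 reversed. Among named genes 828 values stayed on the same side, 167 became weaker and 11 stronger. Among gene lists 877 stayed, 33 became weaker, 32 stronger and 62 reversed.

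With a mean of at least 10 FPKM fewer genes are tested. MFN1-KD then had 335 upregulated and 663 downregulated genes at the paper's threshold, and H3.3-KD had 1437 and 807. At the adjusted p, 1354 genes were higher in H3.3-KD, and 807 were higher and 1712 lower in MFN1-KD than in H3.3-KD. Both knockdowns shared 96 falls and 99 rises, camera gave 2 lists higher in MFN1-KD and 3 in H3.3-KD, and the correlation within H3.3-KD was 0.913. Without a filter, 0 genes were higher and 2 lower in MFN1-KD at the adjusted p (3895 at unadjusted p under 0.05), 11 lists were higher in H3.3-KD, and the mean correlations were 0.971, 0.963 and 0.933 within control, H3.3-KD and MFN1-KD. With a pseudocount of 0.1 these were 0.920, 0.896 and 0.826, 90 genes were higher in MFN1-KD, the genes upregulated in H3.3-KD stood at 0.19 in MFN1-KD and passed camera's threshold, and 262 rises were shared.

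With only the 6 libraries compared, 0 genes were higher and 0 lower in MFN1-KD at the adjusted p (2724 at unadjusted p). With the replicate number as a block these counts were 6 and 25, and with library weights 453 and 631, with 259 shared rises. With library weights the genes upregulated in H3.3-KD stood at 0.13 in MFN1-KD and passed camera's threshold, as did the MAP kinase cascade kinases in MFN1-KD (0.29) and in H3.3-KD (0.36), and the histone modifying enzymes (0.39) and polyadenylated histone genes (-0.93) in H3.3-KD. Upper-quartile scaling gave 2051 upregulated and 2112 downregulated genes in H3.3-KD (1719 and 1715 at the adjusted p), 2046 genes higher and 2233 lower in MFN1-KD than in H3.3-KD, and 334 shared falls. Median-ratio scaling gave 1909 downregulated genes in H3.3-KD (1535 at the adjusted p) and 1883 genes higher in MFN1-KD than in H3.3-KD. Removal of the GC and length trend gave 772 downregulated genes in MFN1-KD (176 lower at the adjusted p), 1620 upregulated genes in H3.3-KD (1281 at the adjusted p), 1522 genes lower in MFN1-KD than in H3.3-KD, 126 genes moving in opposite directions, 1 list higher in each knockdown, and 0.21 for the genes upregulated in H3.3-KD, which passed camera's threshold.

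With MFN1-KD compared with control 1 alone, in the split of the controls, the enrichment score of the downregulated genes was -1.07, the upregulated genes stood at -0.0566 and rho was -0.0207, both of the latter reversed. Splits with control 1, control 2 or control 3 kept for H3.3-KD alone gave a rho of 0.0709, 0.0985 and 0.0899.

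Among lists that reversed in MFN1-KD, cytoplasmic ribosomal proteins stood at 0.0074 with a mean of at least 10 FPKM, 0.0204 with a pseudocount of 0.1 and 0.22 with the GC trend removed. The GC trend removed also gave 0.0451 for complex I, -0.0753 for kinesins and dyneins, -0.0815 for chromatin remodelling, 0.0813 for pluripotency genes, 0.0099 for polyadenylated histone genes and -0.0658 for histone chaperones. Library weights gave -0.10 for mitochondrially encoded genes, 0.18 for pluripotency genes and 0.0115 for Y-chromosome genes. With no filter E2 enzymes and cullins stood at -0.0149, histone chaperones at -0.0536 and cumulus markers at 0.00013. A mean of at least 10 FPKM gave 0.16 for pluripotency genes and 0.14 for the subcortical maternal complex. Trophectoderm and morula genes stood at 0.0428 with no filter, 0.0518 with a mean of at least 10 FPKM, 0.0293 with a pseudocount of 0.1, 0.11 with the GC trend removed and 0.19 with library weights.

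Among lists that reversed in H3.3-KD, translation factors stood at 0.18 with no filter, 0.0078 with a mean of at least 10 FPKM and 0.0012 with library weights. E2 enzymes and cullins stood at -0.0584 and -0.0738 under median-ratio and upper-quartile scaling and -0.0299 with a pseudocount of 0.1. Kinesins and dyneins stood at 0.11 with no filter and 0.33 with a mean of at least 10 FPKM, which also gave 1.99 for the subcortical maternal complex and -0.34 for mitochondrial dynamics. Chromatin remodelling stood at -0.0088 under upper-quartile scaling and -0.0179 with the GC trend removed, which gave -0.27 for pluripotency genes. Oocyte-stored genes stood at 0.0803 with no filter.

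Across the fits that each left out 1 library, downregulated genes in MFN1-KD ranged from 724 (without MFN1-KD replicate 3) to 1800 (without MFN1-KD replicate 2). At the adjusted p, MFN1-KD had 0 to 148 genes higher and 0 to 509 lower, with 0 without control replicate 2 or 3 (2002 and 1986 at unadjusted p), and H3.3-KD had 1712 (without control replicate 3) to 2950 (without MFN1-KD replicate 3) higher and 627 to 1203 lower in the same 2 fits. Shared falls ranged from 126 to 308, shared rises from 107 to 284, opposite changes from 148 to 353 and rho from 0.11 to 0.26. The genes upregulated in H3.3-KD ranged from 0.0497 to 0.18 (without control replicate 1). Lists higher in MFN1-KD ranged from 1 to 6 and in H3.3-KD from 3 to 7.

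In MFN1-KD the list medians whose direction changed ranged from -0.22 to 0.0636 for cytoplasmic ribosomal proteins, -0.18 to 0.0136 for complex I, -0.14 to 0.24 for mitochondrially encoded genes, -0.20 to 0.0019 for chromosome segregation, -0.0427 to 0.30 for p53 targets, -0.31 to 0.0284 for oocyte-stored genes, -0.0072 to 0.25 for trophectoderm and morula genes, -0.22 to 0.0697 for pluripotency genes, -0.48 to 0.24 for cumulus markers, -0.12 to 0.0488 for histone chaperones, -0.23 to 0.0737 for mitochondrial dynamics and -0.57 to 0.26 for Y-chromosome genes. In H3.3-KD they ranged from -0.0448 to 0.13 for E2 enzymes and cullins and from -0.34 to 0.28 for oocyte-stored genes.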

Differences from the paper's values

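At the paper's threshold 653 genes were upregulated in MFN1-KD, against the paper's 1284. Of the alternatives set before the data were examined, only leaving out MFN1-KD replicate 1, with 892 genes, came within 1.5 times of the paper's value, and the others did not.

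For genes downregulated in H3.3-KD the count was 1222, against the paper's 2501. Median-ratio scaling, with 1909 genes, and upper-quartile scaling, with 2112 genes, came within 1.5 times of the paper's value, and the other alternatives set before the data were examined did not. Removal of the GC and length trend, chosen after seeing the values, gave 1692 genes, which is within 1.5 times as well. These 3 settings took the upregulated genes in H3.3-KD further from the paper's 3656, from 3112, which is within 1.5 times of it, to 2236, 2051 and 1620, which are not.

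The normalized enrichment score of the genes downregulated in H3.3-KD was -2.10 in the MFN1-KD ranking, against the paper's score of about -1.6 in Fig. 6e, read by eye. Of the alternatives set before the data were examined, the division that compared MFN1-KD with control 1 and 3 and H3.3-KD with control 2 gave -1.59, the closest to the paper's value. Leaving out control replicate 3 gave -1.68, and the division that compared MFN1-KD with control 1 and 2 and H3.3-KD with control 3 gave -1.69. A mean of at least 10 FPKM (-1.44), a pseudocount of 0.1 (-1.31) and the divisions that compared H3.3-KD with control 1 alone (-1.34) and MFN1-KD with control 1 alone (-1.07) gave scores closer to 0 than the paper's. The other alternatives set before the data were examined gave scores further from 0.

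The paper's introduction cites earlier work in which maternal loss of H3.3 lowers *Pou5f1* in embryos of about this stage. In these libraries, after siRNA in zygotes, *Pou5f1* was higher in H3.3-KD than in control, with a log2 fold change of 4.65.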

Other observations

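The tests of depth, of GC content and length, of matched genes, of *Xist* and of undetected genes were chosen after the results had been seen, and the limits by which the test of shared controls and the test of delayed development in H3.3-KD were read were changed after their values were seen.

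More genes passed the adjusted p in H3.3-KD than in MFN1-KD. Depth could not be tested directly. Among 1368 genes with a mean of at least 100 FPKM, where counting noise is small, the ratio of calls was 3.45 (497 against 144), which argues against depth as the whole cause. Over all genes tested the ratio was 8.82 (3608 against 409). The abundant genes were fitted and adjusted on their own, which can itself move the adjusted calls. With a mean of at least 10 FPKM, for example, those in MFN1-KD rose from 409 to 533 although fewer genes were tested. The 2 ratios therefore do not show how much depth or counting noise accounts for, and a part stays possible. The ratio of the median SD between replicates in MFN1-KD to that in H3.3-KD was 1.49, just under the limit of 1.5 set for spread as the cause, so the spread may still contribute.

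Of the 10 splits of the 6 libraries of MFN1-KD and control, 10 gave as many genes with an adjusted p under 0.05, since the real split gave 0 (2724 at unadjusted p), while at the paper's threshold the real split gave 1713 genes and the highest other split 440. In H3.3-KD 1 of the 10 splits, the real one, gave as many genes (4158, and at most 1 in another). Between the knockdowns 1 of the 10 splits did so as well (3772 against 0). With 10 splits no share under 0.1 is possible.

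With the GC and length trend removed, 2579 genes in H3.3-KD and 282 in MFN1-KD passed the adjusted p and 2-fold. Both counts are within 1.5 times of those without the correction, which argues against the trend as the whole cause. It may still account for a large part, since 1912 of 3608 genes in H3.3-KD and 219 of 409 in MFN1-KD were called again in the same direction, and in H3.3-KD the genes that rose went from 2627 to 1281 and those that fell from 981 to 1298. The difference between the genes of highest and lowest GC content was -1.21 to -0.96 in control, 0.22 to 0.46 in H3.3-KD and -2.08 to -1.47 in MFN1-KD libraries (exact permutation test, p = 0.10 for each knockdown, the smallest possible). No library batch is named in the labels or the paper, and the cause of this pattern was not tested.

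Delayed development was tested with genes that rise after the 8-cell stage. Their median log2 fold change in H3.3-KD was 0.93, higher and not lower as a delay would give, but relative to all genes it fell from 0.67 to 0.16 after removal of the GC and length trend and no longer passed camera's threshold. The 2-cell stage genes, which a delay would keep high, stood at 1.22 relative to all genes and at 1.49 after this removal, which goes with a delay, and the oocyte-stored genes at -0.15 and -0.14, which does not. The oocyte-stored genes did not pass camera's threshold (adjusted p = 0.597) and stood at 0.28 without H3.3-KD replicate 1. Per library, the 2-cell stage genes relative to all genes stood at -1.22 in H3.3-KD replicate 1, below every control library (-1.20 to -0.58). In H3.3-KD replicates 2 and 3 they stood at 0.84 and 0.68 (exact permutation test of H3.3-KD against control, p = 0.40). A delay in H3.3-KD stays open, since these lists point in different directions. In MFN1-KD the p from fry for the genes that rise after the 8-cell stage was 0.921, and none of the stage lists moved. The prediction written for this test counts lists that do not move against a delay. A delay in MFN1-KD is left open here, without a rule for doing so. Cumulus cells as a source of the H3.3-KD change were tested with 33 markers, of which 27 were under a mean of 1 FPKM. *Amhr2* had 49.1 FPKM in H3.3-KD, with a log2 fold change of 1.11 against control (adjusted p = 0.0327 from limma). Of the markers, 8 were higher in all H3.3-KD libraries, and *S100a6* fell from 16.1 to 3.68 FPKM.

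Spearman's rho between the changes of the 2 knockdowns over all genes was 0.16, while the medians of all genes (-0.08 in MFN1-KD and 0.26 in H3.3-KD) and the trends over GC content (rho of -0.22 and 0.34) had opposite signs. With no shared control the lowest rho over the splits was -0.0207, and it was above 0.05 in the other splits. The rho seen with all controls is below the median of 0.31 of simulated experiments in which neither knockdown changed a gene. H3.3-KD did change genes, so the simulations in which only H3.3-KD changed are nearer to the data. Their median rho was 0.08, below that of the data, and 33 of 100 had a rho as high. Shared controls are a possible explanation for the positive rho, which cannot be told apart from a shared effect here. For mitochondrial ribosomal proteins the highest median relative to all genes over both comparisons and all splits was -0.32, and after removal of the GC and length trend their median in MFN1-KD was -0.33, with 8 of 10000 random lists as low. These values argue against shared controls and GC content as the whole cause of their fall.

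In MFN1-KD replicate 3, 1612 genes were listed at 0. Of these 91.6% had a mean under 10 FPKM in the other libraries, against 53.9% of all genes tested. Since genes listed at 0 have low values in any library, this share decides nothing. By the mean in the libraries other than replicate 3, genes of 1 to 3, 3 to 10 and 10 to 30 FPKM were listed at 0 in 30.6%, 13.4% and 4.35% of cases in replicate 3 and in 9.14%, 3.88% and 1.30% in replicate 2, and genes over 30 FPKM in 0.54% and 0.82%. The excess in replicate 3 therefore lay between 1 and 30 FPKM. A loss of transcripts of low abundance and a lower depth would both give this, and they cannot be told apart, since the depth is unknown.

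*Eif2s3y* had 0 FPKM in H3.3-KD replicate 1 and 0.03 FPKM in MFN1-KD replicate 3, against 7.01 to 38.9 FPKM in the other libraries. Pools of female embryos only would give 3.13% of pools of 5 embryos and 0.0977% of pools of 10. *Xist* in these libraries was 2.12 and 2.58 FPKM, under the median of 5.54 FPKM in the others, which runs against female pools, but single libraries exclude nothing and the explanation stays open.

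Of the lists not given beside a claim, 2-cell stage genes stood at 1.22 relative to all genes in H3.3-KD (camera adjusted p = 0.0398, fry adjusted p = 0.0771), a call lost without control replicate 1 (0.97), H3.3-KD replicate 2 or 3 (0.59 and 1.21) or MFN1-KD replicate 1 or 2 (1.22 in each). The trophectoderm and morula call in H3.3-KD (camera adjusted p = 0.0483) was lost without control replicate 2 or 3 (0.62 and 0.56), H3.3-KD replicate 1 or 2 (0.91 and 0.65) or MFN1-KD replicate 1 or 2 (0.67 in each). Neither Hippo nor FoxO pathway genes passed camera's threshold in H3.3-KD (medians 0.49 and 0.37, the latter 0.56 without control replicate 1), but both passed it with no filter (0.62 and 0.47), and fry placed both higher (adjusted p = 0.0227 and 0.0246). In H3.3-KD the medians were 0.24 for pluripotency genes, 0.50 for cumulus markers, -0.68 for polyadenylated histone genes, 0.47 for histone chaperones, -0.49 for the subcortical maternal complex, 0.33 for mitochondrial dynamics, -1.18 for Y-chromosome genes and -0.15 for oocyte-stored genes, and none passed camera's threshold in the fit of all libraries to genes with a mean of at least 1 FPKM. Fry placed pluripotency genes (adjusted p = 0.0305) and histone chaperones (adjusted p = 0.0198) higher. With no filter, histone chaperones (0.70) and polyadenylated histone genes (-0.13) passed it. Oocyte-stored genes changed direction without H3.3-KD replicate 1 (0.28). The polyadenylated histone genes also passed it without control replicate 1 (-0.98) or MFN1-KD replicate 3 (-0.68), with only the 6 libraries compared (-0.68), with the GC and length trend removed (-1.02) and with library weights (-0.93). In MFN1-KD these medians were -0.14, -0.21, -0.27, 0.03, -0.40, -0.14, -0.17 and -0.13, and those of 2-cell stage, trophectoderm and integrated stress response genes were 0.24, -0.01 and -0.06, and of cytoplasmic ribosomal proteins, E2 enzymes and cullins, and kinesins and dyneins -0.06, 0.12 and 0.20. None passed in that fit. The cytoplasmic ribosomal proteins passed without control replicate 1 (-0.22) and, in the opposite direction, with the GC and length trend removed (0.22). The polyadenylated histone genes passed without MFN1-KD replicate 1 (-0.59) and with no filter (-0.25).

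Among other genes that the paper names, *Mfn2* rose by 1.37 in H3.3-KD (adjusted p = 0.00853 from limma), and by 0.56 once the GC trend was removed (adjusted p = 0.146, the highest of the alternatives, which start at 3.0e-04). *Tdpoz4* rose by 4.49 in H3.3-KD (adjusted p = 2.1e-04, with a range of 2.8e-06 to 0.00209 over the alternatives). *Padi6* fell by 2.08 in MFN1-KD (adjusted p = 0.0622, and 0.0471 without MFN1-KD replicate 2, with a range of 0.0163 to 0.205 over the alternatives). *Dnm1l*, *Opa1*, *Ooep*, *Tle6*, *Rpl3*, *Rpl7*, *Zfp352*, *Eif1a*, *Tcstv1*, *Zscan4c*, *Zscan4d* and *Zscan4f* did not pass an adjusted p of 0.05 in either knockdown, and *Zscan4a*, *Zscan4b* and *Zscan4e* had a mean under 1 FPKM and were not tested.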
